# Epigenetic silencing of miR-200b is associated with cisplatin resistance in bladder cancer

**DOI:** 10.18632/oncotarget.25326

**Published:** 2018-05-11

**Authors:** Tetsuya Shindo, Takeshi Niinuma, Naotaka Nishiyama, Nobuo Shinkai, Hiroshi Kitajima, Masahiro Kai, Reo Maruyama, Takashi Tokino, Naoya Masumori, Hiromu Suzuki

**Keywords:** bladder cancer, cisplatin resistance, miRNA, DNA methylation, histone modification

## Abstract

In this study, we identified microRNAs (miRNAs) involved in cisplatin (CDDP) resistance in bladder cancer (BCa). After establishing CDDP-resistant BCa cell lines (T24RC and EJ138RC), TaqMan arrays revealed that members of the miR-200 family (miR-200b, miR-200a and miR-429) were downregulated in T24RC as compared to parental T24 cells. miR-200b was associated with CDDP sensitivity in BCa cells, and its downregulation was associated with CpG island hypermethylation. Pharmacological demethylation using 5-aza-2’-deoxycytidine restored miR-200b expression, and the combination of 5-aza-2’-deoxycytidine + CDDP strongly inhibited T24RC cell proliferation. Microarray analysis revealed that miR-200b + CDDP induced genes involved in CDDP sensitivity or cytotoxicity, including IGFBP3, ICAM1 and TNFSF10, in the resistant cells. Expression and DNA methylation of miR-200b were inversely associated in primary BCa, and low expression/high methylation was associated with poor overall survival. These results suggest downregulation of miR-200b is associated with CDDP resistance in BCa. Epigenetic silencing of miR-200b may be a marker of CDDP resistance and a useful therapeutic target for overcoming CDDP resistance in BCa.

## INTRODUCTION

Around 430,000 bladder cancers (BCas) were newly diagnosed worldwide in 2012 [1]. Approximately 70% of BCa is diagnosed as non-muscle invasive BCa (NMIBC), while the remaining 30% is muscle invasive (MIBC) [2]. For decades, the standard treatment for metastatic BCa has been cisplatin (CDDP)-based chemotherapy, though the survival period for patients treated with CDDP plus gemcitabine (GEM) is only 13.8 months [3, 4]. Resistance to CDDP is the major cause of treatment failure. CDDP is also widely used for neoadjuvant chemotherapy in MIBC, but the survival benefit is relatively small, as CDDP-based neoadjuvant chemotherapy reportedly provides only a 5% absolute improvement in survival at 5 years [5]. That said, a recent meta-analysis suggested that a pathological complete response to adjuvant chemotherapy is associated with better survival of MIBC patients [6]. Understanding the mechanism underlying chemoresistance would contribute to overcoming it and enable better identification of patients who will benefit from adjuvant chemotherapy.

MicroRNAs (miRNAs) are small (21–25 nucleotides) noncoding RNAs that act post-transcriptionally to suppress gene expression, and dysregulation of miRNAs has been implicated in the pathogenesis of BCa [7]. We previously reported that a number of miRNAs, including miR-137 and miR-124, are silenced in association with DNA hypermethylation of upstream CpG islands in BCa cells, and that epigenetic silencing of miRNAs may be associated with the development of BCa [8]. Recent studies also suggest the potential involvement of miRNAs in determining chemosensitivity. For instance, miR-34a is a well-known tumor suppressor that acts as a downstream effector of p53, and its induction reportedly sensitizes BCa cells to CDDP [9]. miR-34a is frequently downregulated by DNA methylation in MIBC, whereas CDDP induces DNA demethylation and transcriptional activation of miR-34a in BCa cells, which could lead to increased chemosensitivity [10]. In addition, miR-193a-3p reportedly promotes multi-chemoresistance by targeting multiple genes, including SRSF2, PLAU and HIC2 [11]. Moreover, decreased expression of miR-203 was shown to be an indicator of poor prognosis of BCa, while induction of miR-203 enhances the CDDP sensitivity of BCa cells [12].

To better understand the contribution made by miRNAs to acquired CDDP resistance in BCa, we established CDDP-resistant BCa cell lines and comprehensively analyzed their miRNA expression profiles. We found that a number of miRNAs were differentially expressed in BCa cells before and after acquisition of chemoresistance. Among the identified miRNAs, we found that epigenetic downregulation of miR-200b is associated with CDDP resistance, and that it could serve as a prognostic marker and as a therapeutic target to overcome chemoresistance.

## RESULTS

### Downregulation of miR-200b is associated with CDDP resistance in BCa cells

We first established a CDDP-resistant BCa cell line by continuously exposing T24 cells to CDDP (T24RC), and confirmed the drug resistance in cell proliferation assays (Figure 1A). We next compared the miRNA expression profiles between T24RC and T24 cells using miRNA arrays, and found that 51 miRNAs were significantly downregulated in the resistant cells (>10-fold; Supplementary Table 1). In particular, miR-200 family members (miR-200b, miR-200a and miR-429) were at the top of the list, and subsequent qRT-PCR confirmed the decreased expression of miR-200b in T24RC (Table 1, Figure 1B). We next transfected T24RC cells with a miR-200a or miR-200b mimic and found that miR-200a suppressed cell proliferation but did not affect CDDP sensitivity (Supplementary Figure 1). On the other hand, exogenous expression of miR-200b in T24RC cells not only suppressed cell proliferation, it also partially restored the CDDP sensitivity (Figure 1C, Supplementary Figure 1). Conversely, inhibition of miR-200b diminished CDDP sensitivity in the parental cells (Figure 1D).

**Figure 1:**
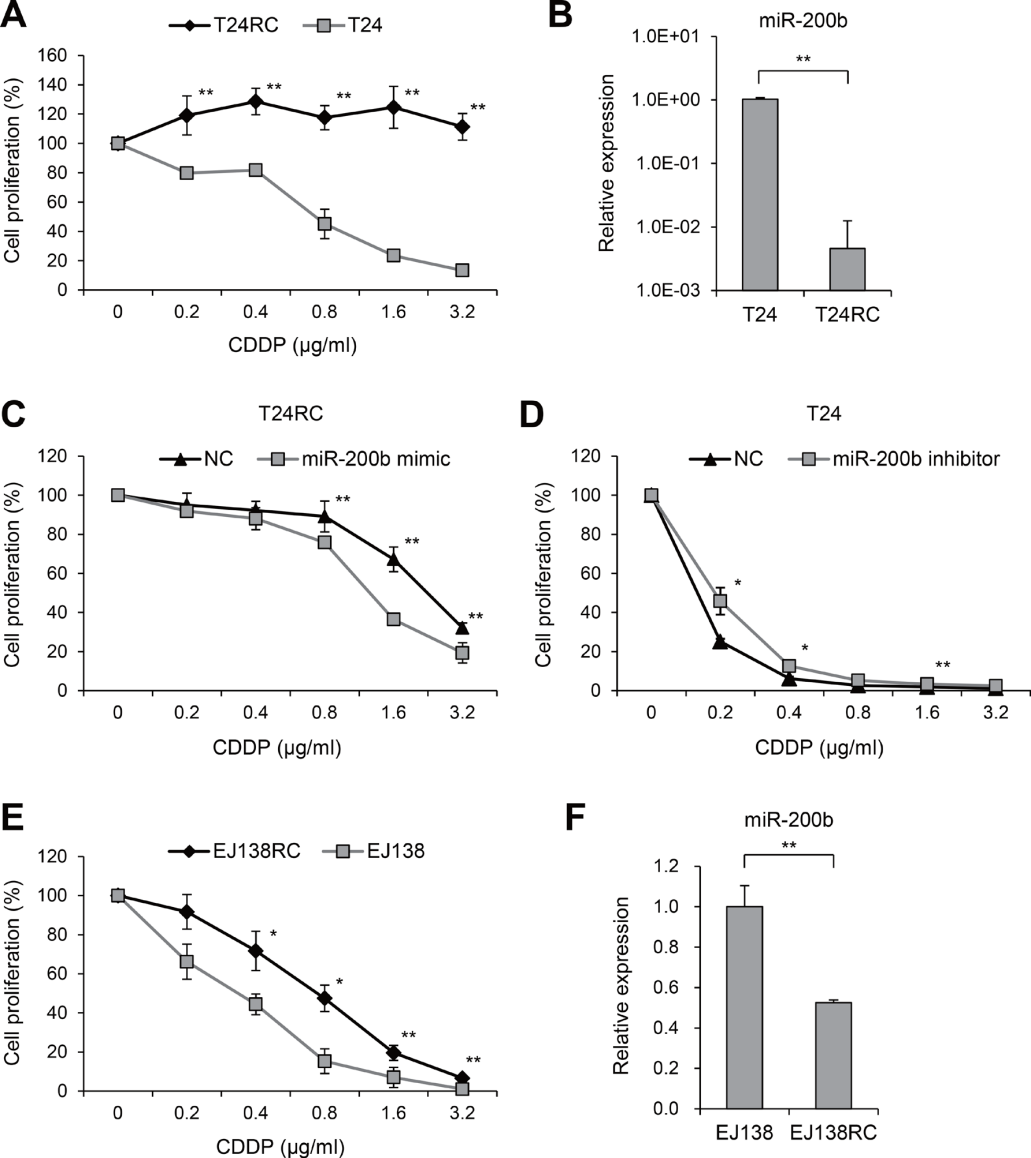
Downregulation of miR-200b in CDDP-resistant BCa cells (**A**) Anti-tumor effects of CDDP in T24 and T24RC cells. Numbers of cells treated with the indicated concentrations of CDDP are shown relative to those without treatment. (**B**) qRT-PCR analysis of miR-200b in T24 and T24RC cells. (**C**) Effects of miR-200b on CDDP sensitivity in T24RC cells. Numbers of cells transfected with a miR-200b mimic or negative control (NC) and then treated with the indicated concentrations of CDDP are shown relative to cells without treatment. (**D**) Effects of miR-200b inhibition on CDDP sensitivity in T24 cells. Cells were transfected with a miR-200b inhibitor or negative control (NC) and then treated with the indicated concentrations of CDDP. (**E**) Anti-tumor effects of the indicated concentrations of CDDP on EJ138 and EJ138RC cells. (**F**) qRT-PCR analysis of miR-200b in EJ138 and EJ138RC cells. Shown are means of 6 (A, C–E) or 3 (B, F) replications; error bars represent SDs. ^*^P < 0.05, ^**^P < 0.01.

**Table 1:** Expression of top 10 miRNAs downregulated in T24RC as compared to T24 cells

	T24	T24RC	
miRNA name	miRNA/RNU6B	miRNA/RNU6B	Fold change
hsa-miR-200b-3p	4.31 × 10^–4^	1.58 × 10^–7^	3.67 × 10^–4^
hsa-miR-200a-3p	3.30 × 10^–4^	1.58 × 10^–7^	4.80 × 10^–4^
hsa-miR-505-3p	3.38 × 10^–5^	1.58 × 10^–7^	4.68 × 10^–3^
hsa-miR-9-5p	3.07 × 10^–5^	1.58 × 10^–7^	5.15 × 10^–3^
hsa-miR-429	9.05 × 10^–5^	5.52 × 10^–7^	6.11 × 10^–3^
hsa-miR-135b-3p	1.66 × 10^–5^	1.13 × 10^–7^	6.80 × 10^–3^
hsa-miR-150-5p	1.74 × 10^–5^	1.58 × 10^–7^	9.10 × 10^–3^
hsa-miR-192-3p	1.02 × 10^–5^	1.13 × 10^–7^	1.10 × 10^–2^
hsa-miR-34b-3p	1.41 × 10^–4^	1.58 × 10^–6^	1.12 × 10^–2^
hsa-miR-224-5p	1.19 × 10^–5^	1.58 × 10^–7^	1.33 × 10^–2^

To validate the results in other BCa cells, we conducted a qRT-PCR analysis in a series of BCa cell lines and detected abundant expression of miR-200b in EJ138 and HT1376 cells (Supplementary Figure 2). We then established a CDDP-resistant EJ138 line (EJ138RC, Figure 1E) and found that, as in T24RC cells, miR-200b expression was also reduced in EJ138RC cells (Figure 1F). Moreover, inhibition of miR-200b in EJ138 and HT1376 cells diminished their CDDP sensitivity (Supplementary Figure 2).

### miR-200b is epigenetically downregulated in CDDP-resistant BCa cells

Earlier studies showed that miR-200b is silenced in association with hypermethylation of its upstream CpG island in various malignancies, including breast, colon and bladder cancer [13, 14]. We therefore assessed the methylation status of the CpG island upstream of miR-200b in BCa cells (Figure 2A). Quantitative bisulfite pyrosequencing analysis revealed that, although both T24 and EJ138 cells exhibited substantial levels of methylation, even greater methylation was present in the resistant cells (Figure 2B). Bisulfite sequencing analysis also confirmed the increased methylation in CDDP-resistant cells (Figure 2C). Treatment with the DNA demethylating agent 5-aza-dC upregulated miR-200b expression in both T24RC and EJ138EC cells (Figure 2D). The presence of unmethylated DNA in T24RC cells treated with 5-aza-dC was confirmed using methylation-specific PCR (MSP; Figure 2E). To clarify the role of histone modifications in the repression of miR-200b in CDDP-resistant cells, we assessed acetylation of histone H3 lysine 9 (H3K9ac), a mark of active transcription, and trimethylation of H3K27 (H3K27me3), a repressive mark, in the CpG island region. Chromatin immunoprecipitation (ChIP)-PCR revealed lower levels of H3K9ac and higher levels of H3K27me3 in T24RC cells than in the parental cells (Figure 2F). Moreover, the combination of low-dose 5-aza-dC + CDDP strongly suppressed T24RC cell proliferation (Figure 2G). These results suggest miR-200b is epigenetically silenced in CDDP-resistant BCa cells and that this epigenetic alteration could be a therapeutic target to overcome drug resistance.

**Figure 2:**
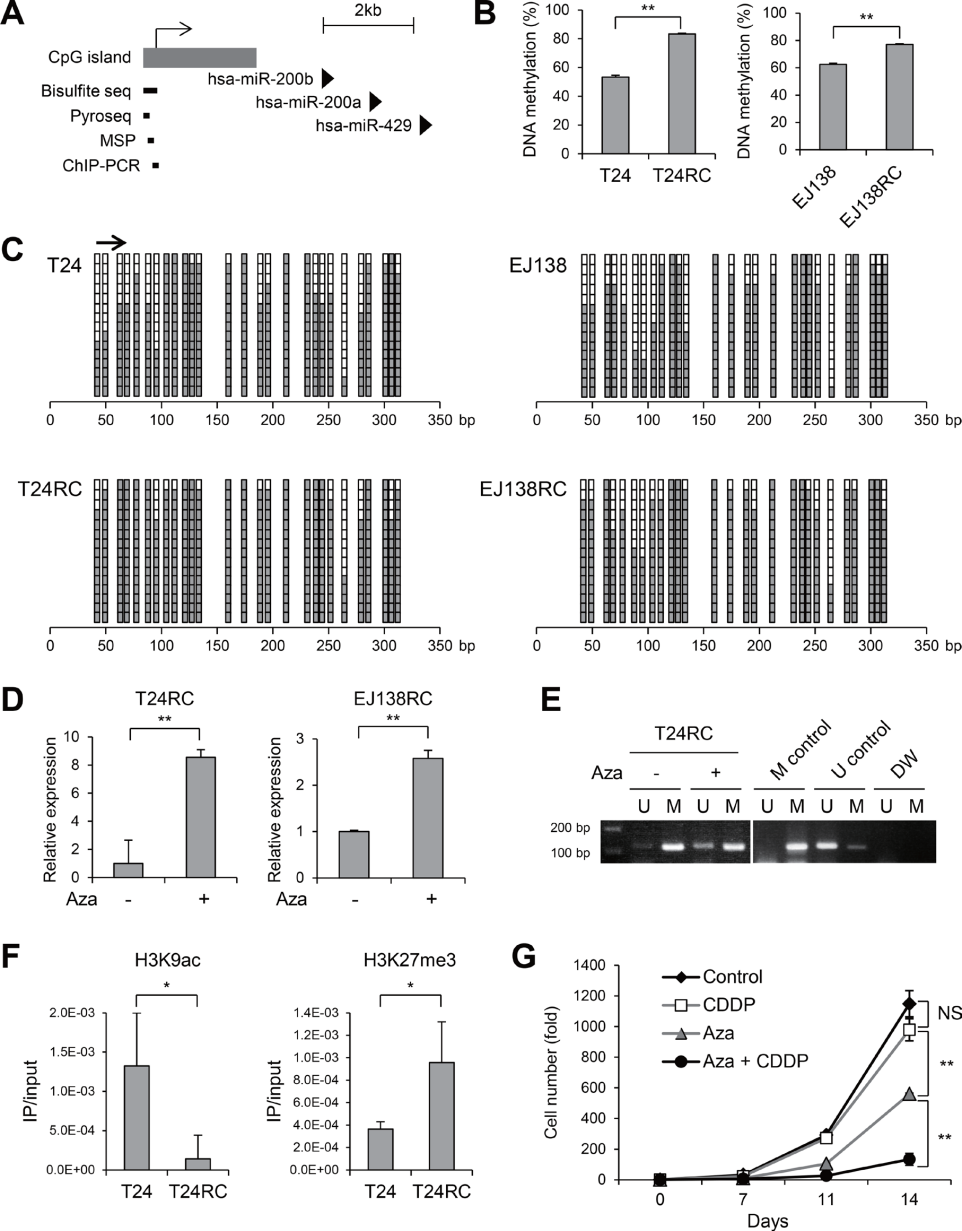
Epigenetic silencing of miR-200b in CDDP-resistant BCa cells (**A**) Schematic representation of the miR-200b, -200a and -429 genomic loci. Location of the CpG island and regions analyzed using the indicated methods are also shown. (**B**) Results of bisulfite pyrosequencing in the indicated BCa cells. (**C**) Results of bisulfite sequencing in the indicated cells. The region analyzed with bisulfite pyrosequencing is indicated by an arrow. (**D**) qRT-PCR analysis of miR-200b in CDDP-resistant BCa cells treated with or without 5-aza-dC (Aza). (**E**) MSP analysis in T24RC cells treated with or without 5-aza-dC. Bands in the “M” lanes are PCR products obtained with methylation-specific primers; those in the “U” lanes are products obtained with unmethylated-specific primers. *In vitro* methylated DNA and DNMT1/DNMT3B double knockout HCT116 cells serve as methylated and unmethylated controls. (**F**) ChIP-PCR analysis in the indicated cells. Levels of H3K9ac and H3K27me3 are shown. (**G**) Proliferation of T24RC cells treated with or without 5-aza-dC (Aza) and/or CDDP. Numbers of cells with the indicated treatments are shown relative to the numbers on day 0 (5 × 10^3^ cells). Shown in B, D, F and G are means of 3 replications; error bars represent SDs. NS, not significant; ^*^P < 0.05, ^**^P < 0.01.

### Effects of miR-200b on gene expression profiles in CDDP-resistant BCa cells

To further explore the molecular mechanism by which miR-200b improves CDDP sensitivity, we carried out gene expression microarray analysis in T24RC cells transfected with a miR-200b mimic or a negative control and/or treated with or without CDDP. 

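T24RC is a line of T24 bladder cancer cells that was made resistant by continuous exposure to CDDP, and the mimic is a synthetic RNA duplex that acts as miR-200b-3p. Cells transfected with the mimic or with a negative control (NC) were then left untreated (mock) or treated with 1.6 μg/ml CDDP for 72 h, which gave 4 conditions: NC + mock, NC + CDDP, miR-200b + mock and miR-200b + CDDP. Each condition has 2 one-color arrays. Because the methods state that each sample was hybridized to 2 arrays, the spread between them is a spread between arrays and need not hold any difference between separate cultures.

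On each array 58717 spots measure genes through 50599 different probes and 4259 are controls. The authors deposited the scanner output of every array, in which the background-corrected signal is a linear intensity that was not yet normalized between arrays. From 49.1% to 51.6% of the spots of an array were well above background, and 0 were saturated. The 75th percentile of the signal was 420.2 and 382 on the NC + mock arrays, 379.9 and 350.0 on the NC + CDDP arrays, 296 and 303 on the miR-200b + mock arrays and 454 and 399 on the miR-200b + CDDP arrays. The log2 signal minus this percentile was compared for the 24453 probes that were well above background on both arrays of at least 1 condition. One limma model of the 4 conditions gave log2 fold changes, standard errors and Benjamini-Hochberg adjusted p-values. A probe was called at an adjusted p under 0.05 and a change over 1.5-fold, and at any fold between miR-200b + mock and miR-200b + CDDP, as in the paper. With 4 residual degrees of freedom, the number of arrays limits the precision of every value.

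Both miR-200b + mock arrays were on a slide of their own, scanned apart from the slide with the 6 other arrays. A difference between miR-200b + mock and another condition therefore includes any difference between the slides. Comparisons among NC + mock, NC + CDDP and miR-200b + CDDP lie within 1 slide.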

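Averaged over mock and CDDP, 1054 probes of 904 genes were called between the 4 arrays with the miR-200b mimic and the 4 with the negative control, 617 higher and 437 lower with miR-200b. Among the probes well above background on all 8 arrays, the largest rises were those of PADI1 (log2 fold change 3.60, limma adjusted p = 2.76e-05), C19orf21 (3.58, adjusted p = 1.62e-06) and EPCAM (3.49, adjusted p = 4.75e-06). The largest falls were those of CCDC80 (-1.88, adjusted p = 1.32e-05), GPR56 (-1.67) and FAM198B (-1.58). For each of these 6 genes, every array of one side lay beyond every array of the other.

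In mock-treated cells alone, across the 2 slides, 1246 probes were called, 716 higher and 530 lower. In CDDP-treated cells alone, within 1 slide, 1274 probes were called, 668 higher and 606 lower. These comparisons share no array, and their log2 fold changes correlated across the probes kept (Pearson's r = 0.552, Spearman's rho = 0.294), which are not independent replicates. Of the 1274 probes, 1089 moved the same way in mock-treated cells and 583 were also called there. The count over mock and CDDP moved most when each array was scaled to its spike-in control probes, a choice made after seeing the data that shifted the median of all probes by 0.53, where 9143 probes were called and 99.2% of them were higher, against 58.5%. Of the other alternatives, averaging the 2 arrays of each condition to 1 value moved it most, to 245 probes.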

To assess the effects of miR-200b on gene expression profiles, we identified 733 probe sets (595 unique genes) differentially expressed between cells transfected with a negative control or miR-200b mimic (>1.5-fold, *P* < 0.05; Figure 3A, Supplementary Table 2). 

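Gene families were taken by gene symbol, and the 17414 genes with a probe kept served as the background. Secreted and matrix families, such as collagens, laminins, chemokines, interleukins and WNT genes, had 140 genes among them. Of these, 28 were called over 1.5-fold between miR-200b and NC where 6.33 were expected (odds ratio 5.44, Fisher's exact test, two-sided, Benjamini-Hochberg q = 9.9e-11 over 12 lists). Genes of one family are not independent of each other. At any fold, 40 were called higher and 35 lower, and 85 were called when adjusted over the list alone. Of the 140 genes, 20 are in Supplementary Table 2, which was selected on these arrays, and 13 belong to another list used here. CXCL6 (-1.23) and CXCL1 (-1.22) fell most. IGFBP4 rose most (1.73) among the genes well above background on all 8 arrays. WNT7B and IL6R were not well above background on any array with NC, so only bounds can be given: IL6R was at least 2.99-fold higher in mock-treated and at least 2.51-fold higher in CDDP-treated cells, and WNT7B at least 1.48-fold and 1.42-fold. Bounds set the mean of the bright condition against the mean, in the dim condition, of the higher of the probe's own signal and the lowest signal of any probe well above background on that array. The median log2 fold change of the list was -0.0028 and its mean 0.07 (-0.0012 and 0.03 over the 113 genes well above background on all 8 arrays), and the median lay above 0 after normexp background correction, after scaling to the median, after the authors' scaling and after spike-in scaling, so the list as a whole had no stable direction (camera adjusted p = 0.228).

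Rab genes and genes of Rab effectors had 76 members with a probe kept, of which 8 are in Supplementary Table 2. Over 1.5-fold, 5 were called higher and 3 lower, where 3.43 calls were expected (odds ratio 2.50, Fisher's exact test q = 0.0507). When adjusted over the list alone, 36 were called at any fold, against 8 higher and 20 lower over all probes. RAB17 and UNC13D, also not well above background on any array with NC, were at least 9.55-fold and 3.12-fold higher in mock-treated cells and at least 11.5-fold and 3.55-fold higher in CDDP-treated cells. RAB31 fell by 0.72, and RAB27B, well above background on 7 arrays, fell by 0.92. The median was -0.08 and the mean 0.06, over the 67 genes well above background on all 8 arrays they were -0.08 and -0.03, and the median of all 76 rose to 0.47 with spike-in scaling, below the shift of all probes (camera adjusted p = 0.228).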

Gene ontology analysis revealed that genes associated with “extracellular space/region” and “regulation of cell migration/motility” were enriched among the selected genes, while pathway analysis suggested genes associated with “deregulation of Rab and Rab effector genes in bladder cancer” were enriched among the selected genes (Figure 3B). 

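HAS2 encodes a hyaluronan synthase and ZEB1 and ZEB2 encode repressors of E-cadherin. The HAS2 probe A_23_P10206 lies on chromosome 8 of hg19 from 122626087 to 122626146. Its log2 signal relative to the 75th percentile of the array was 1.09 ± 0.0745 (SD, n = 2 arrays) in NC + mock, 1.18 ± 0.0227 in NC + CDDP, 0.25 ± 0.000742 in miR-200b + mock and 0.40 ± 0.0121 in miR-200b + CDDP. Over mock and CDDP it fell by 0.82 with miR-200b (standard error 0.0373, limma adjusted p = 0.000108). The ZEB1 probe A_33_P3374723, on chromosome 10 from 31818063 to 31818122, had 2.19 ± 0.0123, 2.07 ± 0.00168, 1.16 ± 0.0602 and 1.18 ± 0.0416 in the same order and fell by 0.96 (standard error 0.0365, adjusted p = 5.83e-05). The ZEB2 probe A_23_P142560, on chromosome 2 from 145146261 to 145146320, had -1.32 ± 0.165, -1.53 ± 0.103, -2.28 ± 0.124 and -2.27 ± 0.0993 and fell by 0.86 (standard error 0.0791, adjusted p = 0.00127). For each of these probes the 4 arrays with miR-200b lay below the 4 arrays with NC. With the 2 arrays of each condition averaged, the falls had the same size with adjusted p = 0.0744, 0.0597 and 0.0828, and the highest adjusted p under any alternative was the same for each of them. Spike-in scaling, chosen after seeing the data, left falls of -0.26, -0.41 and -0.31, all under 1.5-fold. In CDDP-treated cells alone none of these probes was then called: HAS2 had -0.10 (adjusted p = 0.319), ZEB2 -0.06 (adjusted p = 0.679) and ZEB1 -0.21 (adjusted p = 0.0396, under 1.5-fold). In mock-treated cells HAS2 (-0.43) and ZEB2 (-0.55) were under 1.5-fold too. Normexp background correction also left this ZEB2 probe under 1.5-fold, at -0.53 over mock and CDDP. It then had -0.50 in mock-treated and -0.56 in CDDP-treated cells. Without normalization, HAS2 (-0.56) and ZEB2 (-0.53, limma adjusted p = 0.0692) were under 1.5-fold in CDDP-treated cells. Of 20 alternatives there, 5 did not call ZEB2, 2 did not call HAS2 and 1 did not call ZEB1.

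A second ZEB1 probe, A_33_P3640690, fell by 0.84 (adjusted p = 6.18e-05). The other ZEB2 probes disagreed in part. A_33_P3243832 fell by 0.35 in mock-treated cells (adjusted p = 0.0885) and by 1.35 in CDDP-treated cells, a difference of -0.997 between the treatments (adjusted p = 0.0363), and A_21_P0000590 fell by 0.26 (adjusted p = 0.103).

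Fig. 3C labels 30 genes, and 29 of the labels match 36 probes of Supplementary Table 2, which were selected on these arrays. Of these probes 34 were lower with miR-200b, and the ones that were higher, A_24_P937306 of AP1S2 and A_23_P204436 of GIT2, have other probes in the table that were lower. The only probe not kept is that of SYT1, which was not well above background on any array. Of the 35 probes kept, 33 of 28 genes were called over mock and CDDP, 28 probes in mock-treated cells and 31 in CDDP-treated cells. Of 12 other probes kept of the same genes, which the table did not select, 11 were lower and 1 was called. The median log2 fold change of all 36 probes, that of SYT1 included, was -0.76, and -0.74 over the 28 probes well above background on all 8 arrays. GABBR2 was not well above background on any array with miR-200b, so it has only a bound: it was at least 3.33-fold lower in mock-treated cells and at least 4.30-fold lower in CDDP-treated cells. ANK3 was at least 2.71-fold lower with miR-200b in mock-treated cells, and FOXF1, QKI (A_23_P81760) and NEK10 (A_23_P337270) had bounds from 1.09 to 1.89.

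**Figure D1:**
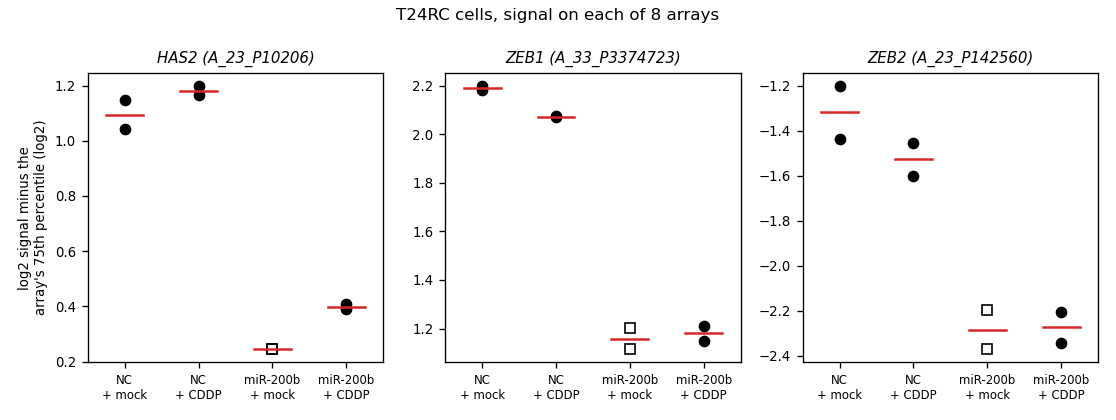
Log2 signal of the HAS2, ZEB1 and ZEB2 probes on each of the 8 arrays, relative to the 75th percentile of the array, by condition. Each symbol is 1 array, filled circles are on slide 1, open squares are on slide 2, and the bar is the mean of the 2 arrays; for each gene the 4 miR-200b arrays lie below the 4 NC arrays.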

We then compared our microarray results with the list of miR-200b-target genes predicted by TargetScan and found that expression of 30 predicted target genes was decreased by miR-200b in T24RC cells (Figure 3C). In addition, RT-PCR analysis validated the expression of representative genes (HAS2, ZEB1 and ZEB2) reportedly associated with chemoresistance [15–17].

**Figure 3:**
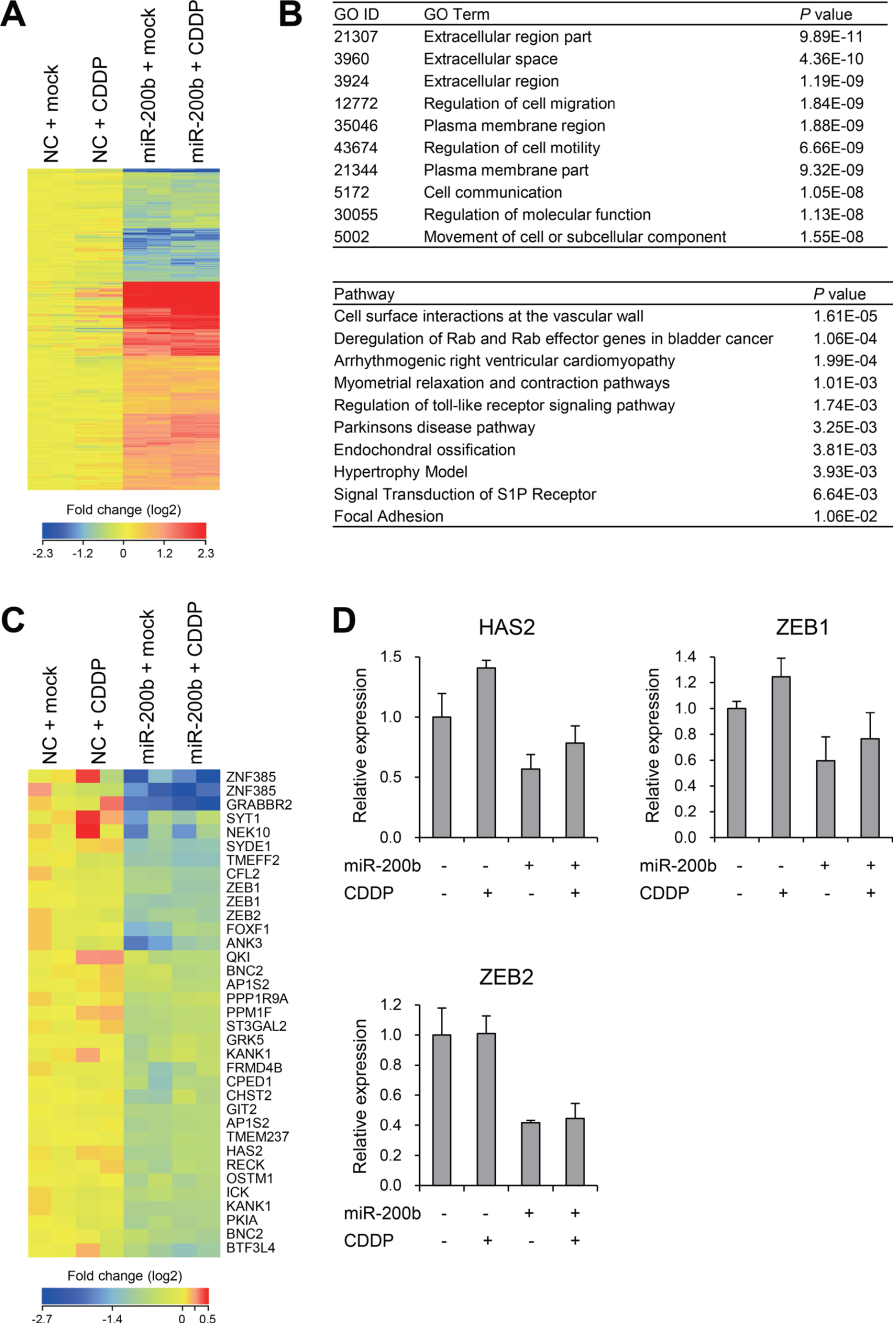
Effects of miR-200b on gene expression profiles in CDDP-resistant BCa cells (**A**) Heat map showing expression of 733 probe sets (595 genes) identified through microarray analysis of T24RC cells transfected with a miR-200b mimic or negative control (NC) and then treated with or without CDDP. (**B**) Results of gene ontology (GO, upper) and pathway (lower) analyses of the 595 selected genes. (**C**) Heat map showing expression of miR-200b target genes predicted by TargetScan. (**D**) qRT-PCR analysis of the indicated genes in T24RC cells with or without miR-200b and/or CDDP. Shown are means of 3 replications; error bars represent SDs.

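Of the 733 probes of Supplementary Table 2, 673 were kept and 46 were not well above background on any of the 8 arrays. All 673 changed in the direction of the table, and 669 of them (99.4%) were among those called over mock and CDDP. The paper's values in that table are log2 signals of the same arrays after a scaling of its own, and 99.1% of them came within 0.01 when the 75th percentile was taken over all probes, controls included, after averaging the spots of each probe.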

### miR-200b and CDDP activate genes associated with chemosensitivity and apoptosis

We next assessed the effects of CDDP/miR-200b and found that, by itself, CDDP had only limited effects on gene expression, whereas miR-200b induced significant changes in the gene expression profile of T24RC cells (Supplementary Figure 3). 

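Between NC + CDDP and NC + mock, which lie on 1 slide, 64 probes of 62 genes were called, 57 higher and 7 lower with CDDP. At any fold 99 probes were called, and 4076 had an unadjusted p under 0.05. The log2 fold changes of all probes kept had an SD of 0.22 with CDDP in NC cells, against 0.39 with miR-200b in mock-treated cells and 0.39 with miR-200b in CDDP-treated cells. The numbers of calls were not set against each other by a test. After IGFBP3, the largest rises were those of ITGB4 (log2 fold change 1.22, limma adjusted p = 0.00543) and C19orf21 (1.21, adjusted p = 0.00296). GEM fell by 0.72 (adjusted p = 0.0422) and STEAP1B fell by 0.63 (adjusted p = 0.0123). Of 20 alternatives, 15 did not call GEM (adjusted p up to 0.201), 9 did not call STEAP1B (up to 0.141), 4 did not call ITGB4 and 2 did not call C19orf21 (both up to 0.120).

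This count was unstable. Without NC + CDDP replicate 2 it was 3, without NC + CDDP replicate 1 it was 8, and with other arrays left out it was at most 42. A limma model of the 4 NC arrays alone called 0 probes, with 3588 at an unadjusted p under 0.05 and 419 of these over 1.5-fold, while the methods' t-test gave 204 at P under 0.05 and over 1.5-fold. With spike-in scaling, which shifted the median of all probes by 0.29, 1323 probes were called.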

We then selected genes that were differentially expressed between T24RC cells treated with miR-200b alone and those treated with miR-200b + CDDP (*P* < 0.05), and identified a series of 551 probe sets corresponding to 509 unique genes (Figure 4A, Supplementary Table 3). 

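With no fold threshold, 4968 probes of 4335 genes were called between miR-200b + CDDP and miR-200b + mock, 2098 higher and 2870 lower with CDDP. Over 1.5-fold, 1020 probes of 954 genes were called, 408 higher and 612 lower. All of these compare arrays of different slides. IL6 rose by 2.35 on the log2 scale (limma adjusted p = 0.00436) and BIRC3 by 1.44 (adjusted p = 0.00259), while IGFBP3 lay between them. The largest falls were those of RN5-8S1 (-1.70, adjusted p = 0.00876), XLOC_005327 (-1.52, adjusted p = 0.0155) and LRRC2 (-1.51, adjusted p = 0.00745).

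The count was 813 without miR-200b + CDDP replicate 1, 1004 without miR-200b + mock replicate 1, 1696 without miR-200b + CDDP replicate 2 and 2201 without miR-200b + mock replicate 2. Scaling raised it most, to 16496 without normalization and, chosen after seeing the data, to 19121 with spike-in scaling, which moved the median of all probes by 0.46 and 0.54. The methods' t-test gave 6219 probes at P under 0.05 and 0 after Benjamini-Hochberg adjustment, where limma on the same 4 arrays called 1204. The balance of rises and falls depended on the scaling: 42.2% of the calls were higher in the main setting, 24.8% after normexp background correction, 54.0% after scaling to the median over the probes kept, 57.0% with the authors' scaling, 99.2% without normalization and 99.5% with spike-in scaling.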

Gene ontology analysis revealed that genes associated with “DNA packaging complex” and “nucleosome” were enriched among 509 selected genes (Figure 4B). 

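The array has probes for 67 replication-dependent histone genes by symbol, and 61 of these genes had a probe kept. All 61 probes were well above background on all 8 arrays. With CDDP in miR-200b cells, 44 of them were called lower and 0 higher by limma, where 12.5 calls were expected from the share of all genes (odds ratio 10.2, Fisher's exact test, two-sided, q = 2.87e-17). At an adjusted p over the list alone, 50 were called. The histone genes are a family and not independent of each other. Fisher's exact test ignores this, and camera was run with the correlation between genes preset to 0.01. None of the histone genes belongs to another list used here, and 21 of them are in Supplementary Table 3, which was selected on these arrays.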

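Between miR-200b + CDDP and miR-200b + mock, the median log2 fold change of the 61 histone genes was -0.47, with 58 genes lower (camera adjusted p = 4.38e-20, and adjusted p = 0.000107 with fry), but it was 0.12 with spike-in scaling and 0.04 without normalization, where the median of all probes moved by 0.54 and 0.46. HIST1H1B fell by 0.98 and HIST1H4E fell by 0.95, while HIST2H2BE rose by 0.59 and HIST2H2AA4 by 0.14. Within slide 1, the median was -0.55 between miR-200b + CDDP and NC + CDDP, with 24 of the 61 genes called lower over 1.5-fold and 54 at any fold, and -0.65 between miR-200b + CDDP and NC + mock, with 38 called lower over 1.5-fold and 55 at any fold. These medians were 0.14 and 0.35 with spike-in scaling, which moved the median of all probes by 0.64 and 0.93. CDDP in NC cells gave -0.08, with 48 genes lower (camera adjusted p = 0.000841) and 0 called one by one by limma at any fold, and miR-200b in mock-treated cells gave -0.15, with 3 called lower over 1.5-fold, and 25 lower and 2 higher at any fold.

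Lists of S phase and of G2 and M phase genes were written before the data were examined. The 52 S phase genes had a median of -0.07 with CDDP in miR-200b cells (camera adjusted p = 0.228, fry adjusted p = 0.00279), with 3 called higher and 9 lower, and 18 called when adjusted over the list alone. RFC3 (0.34) and SLBP (0.30) rose most and CLSPN (-0.48) and E2F1 (-0.42) fell most. The 47 G2 and M phase genes had a median of -0.11 (camera adjusted p = 0.00199, fry adjusted p = 0.000181), but adjusted p = 0.799 after normexp background correction and 0.170 with no filter on dim probes, with 1 called higher and 11 lower, and 20 when adjusted over the list alone. TOP2A rose by 0.48 and MKI67 fell by 0.47. Both medians were above 0 with spike-in scaling (0.51 and 0.47) and without normalization (0.44 and 0.40), close to the shift of all probes.

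**Figure D2:**
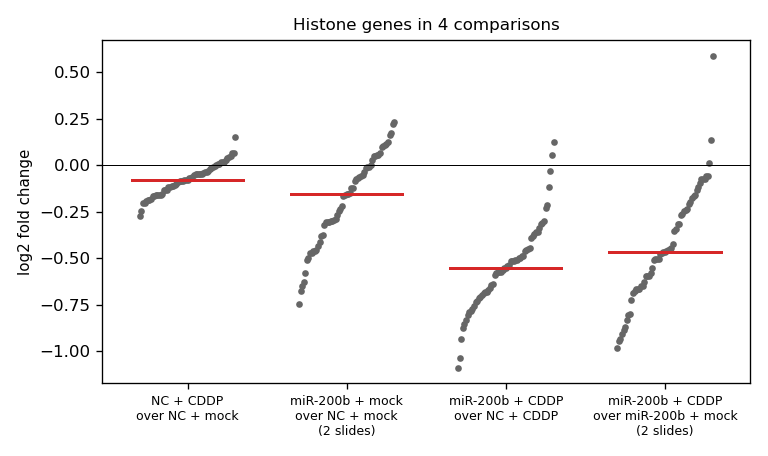
Log2 fold change of each of the 61 histone genes, sorted, in 4 comparisons, those marked 2 slides being measured across slides, with the median as a red bar. The median lies at -0.08 for CDDP in NC cells and -0.15 for miR-200b in mock-treated cells. It lies at -0.55 for miR-200b in CDDP-treated cells and -0.47 for CDDP in miR-200b cells. Spike-in scaling moves the median of all probes in each comparison, by 0.29, 0.41, 0.64 and 0.54 in the same order. The last 2 histone medians are then above 0 (0.14 and 0.12), by less than these shifts.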

Consistent with this result, a number of genes encoding histones were downregulated by miR-200b + CDDP, perhaps reflecting inhibition of DNA replication and the cell cycle (Figure 4A). 

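A list of 76 apoptosis genes was written before the data were examined. With CDDP in miR-200b cells, the 73 of these genes with a probe kept had a median log2 fold change of 0.07, with 46 genes higher (camera adjusted p = 0.00445, fry adjusted p = 1.70e-05). By limma 15 were called higher and 2 lower, and 24 when adjusted over the list alone. The number of calls was close to the 14.9 expected from all genes (odds ratio 1.18, Fisher's exact test, two-sided, q = 0.663). BIRC3 rose by 1.44, while MAPK8 fell by 0.68 but was not called (limma adjusted p = 0.0603). The list was tested as a whole, so its rise does not show whether genes that promote or genes that inhibit apoptosis rose. TNF was not well above background on any mock-treated array. Its rise with CDDP was at least 1.44-fold in miR-200b cells and at least 1.86-fold in NC cells. Over the 69 genes well above background on all 8 arrays the median was 0.05. Of the 73 genes, 8 are in Supplementary Table 3 and 9 belong to another list used here. Between miR-200b + CDDP and NC + mock, within slide 1, the median was 0.02 (camera adjusted p = 0.0402), and over its alternatives the adjusted p lay between 1.92e-05 and 0.0503. The difference of the CDDP effect between miR-200b cells and NC cells had a median of 0.05 (camera adjusted p = 0.122). With CDDP in NC cells the list also rose, by a median of 0.03 with 43 genes higher (camera adjusted p = 0.0157), and with miR-200b in CDDP-treated cells it had 0.02 (camera adjusted p = 0.174).

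A list of p53 target genes had 42 genes with a probe kept. Their median was 0.07 with CDDP in miR-200b cells (29 higher, camera adjusted p = 0.0267, from 1.33e-05 to 0.124 over its alternatives, fry adjusted p = 0.00682) and -0.0095 after normexp background correction. TP53INP1 rose by 0.69 and GDF15 by 0.62, 9 genes were called higher and 3 lower, and 13 when adjusted over the list alone. With CDDP in NC cells their median was -0.01 and their mean 0.0090, with either sign under the alternatives (camera adjusted p = 0.228), and limma called at any fold 0 of them over all probes and 3 when adjusted over the list alone.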

Pathway analysis suggested that genes associated with “apoptosis modulation and signaling” were also enriched among the selected genes (Figure 4B). Consistent with this finding, apoptosis-related genes, including TNFSF10 (also known as tumor necrosis factor-related apoptosis-inducing ligand, TRAIL) and BBC3 (also known as PUMA), were upregulated by miR-200b + CDDP (Figure 4A). 

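The TNFSF10 probe A_23_P121253 lies on chromosome 3 of hg19 from 172223866 to 172223925. Its log2 signal relative to the 75th percentile was -1.04 ± 0.0101 (SD, n = 2 arrays) in NC + mock, -0.66 ± 0.0243 in NC + CDDP, -0.97 ± 0.0302 in miR-200b + mock and -0.14 ± 0.0537 in miR-200b + CDDP. CDDP raised it by 0.83 in miR-200b cells (standard error 0.0499, limma adjusted p = 0.00382) and by 0.39 in NC cells (adjusted p = 0.0566). The difference between these rises was 0.44 (standard error 0.0706, adjusted p = 0.0343), measured across slides, and over the alternatives its adjusted p lay between 0.00556 and 0.105. A second TNFSF10 probe, A_33_P3226810, rose by 0.74 and by 0.48, a difference of 0.25 (adjusted p = 0.14). Within slide 1, A_23_P121253 was higher by 0.52 in miR-200b + CDDP than in NC + CDDP (adjusted p = 0.00258). The second probe, A_33_P3226810, was higher by 0.33, and both differences were under 1.5-fold.

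The BBC3 probe A_23_P382775 lies on chromosome 19 from 47724174 to 47724233. It had 0.88 ± 0.0125 in NC + mock, 0.99 ± 0.0488 in NC + CDDP, 1.36 ± 0.00385 in miR-200b + mock and 1.61 ± 0.0037 in miR-200b + CDDP. CDDP raised it by 0.25 in miR-200b cells (standard error 0.0465, adjusted p = 0.0204), a call that 6 of 19 alternatives did not make (adjusted p from 0.000387 to 0.0908). The rise in NC cells was 0.11 (adjusted p = 0.317), and the rises did not differ detectably between the cells (0.14, adjusted p = 0.24). miR-200b raised it by 0.48 in mock-treated cells (adjusted p = 0.00263) and by 0.62 in CDDP-treated cells (adjusted p = 0.00118).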

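IGFBP3 encodes a binding protein of insulin-like growth factor and ICAM1 an adhesion molecule. The IGFBP3 probe A_23_P215634, on chromosome 7 of hg19 from 45952608 to 45952667, had a log2 signal relative to the 75th percentile of -1.94 ± 0.063 (SD, n = 2 arrays) in NC + mock, -0.25 ± 0.0238 in NC + CDDP, -1.43 ± 0.00345 in miR-200b + mock and 0.44 ± 0.0404 in miR-200b + CDDP. CDDP raised it by 1.69 in NC cells (standard error 0.0527, limma adjusted p = 0.00209) and by 1.87 in miR-200b cells (adjusted p = 0.000799). miR-200b raised it by 0.51 in mock-treated cells (adjusted p = 0.00329) and by 0.69 in CDDP-treated cells (adjusted p = 0.00125). On the log2 scale the interaction was 0.18 (standard error 0.0746, adjusted p = 0.20). As folds over NC + mock, the signal was 3.23 with CDDP, 1.42 with miR-200b and 5.20 with both, above the 3.65 that the sum of the single rises gives and beside the 4.59 that their product gives.

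The ICAM1 probe A_23_P153320, on chromosome 19 from 10396298 to 10396358, had -1.21 ± 0.0306, -0.38 ± 0.0237, -0.74 ± 0.0567 and 0.26 ± 0.0745 in the same order. CDDP raised it by 0.83 in NC cells (standard error 0.0590, adjusted p = 0.011) and by 1.01 in miR-200b cells. The rise in NC cells was not called by 8 of 20 alternatives (adjusted p up to 0.121), and that of IGFBP3 by 1 of 20 (up to 0.120). The interaction of ICAM1 was 0.18 (standard error 0.0834, adjusted p = 0.245). Its folds were 1.78 with CDDP, 1.38 with miR-200b and 2.77 with both, against 2.16 for the sum and 2.45 for the product. Of 19 alternatives, 2 called the interaction of either gene: without normalization it was 0.82 for both (adjusted p = 0.00794 for IGFBP3 and 0.00748 for ICAM1), and with spike-in scaling 0.45 for both (adjusted p = 0.0477 and 0.0341), where the median of all probes moved by 0.62 and 0.25. The 19 alternatives include the linear scale, on which no test was run. The interaction includes the miR-200b + mock arrays and so the difference between slides.

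**Figure D3:**
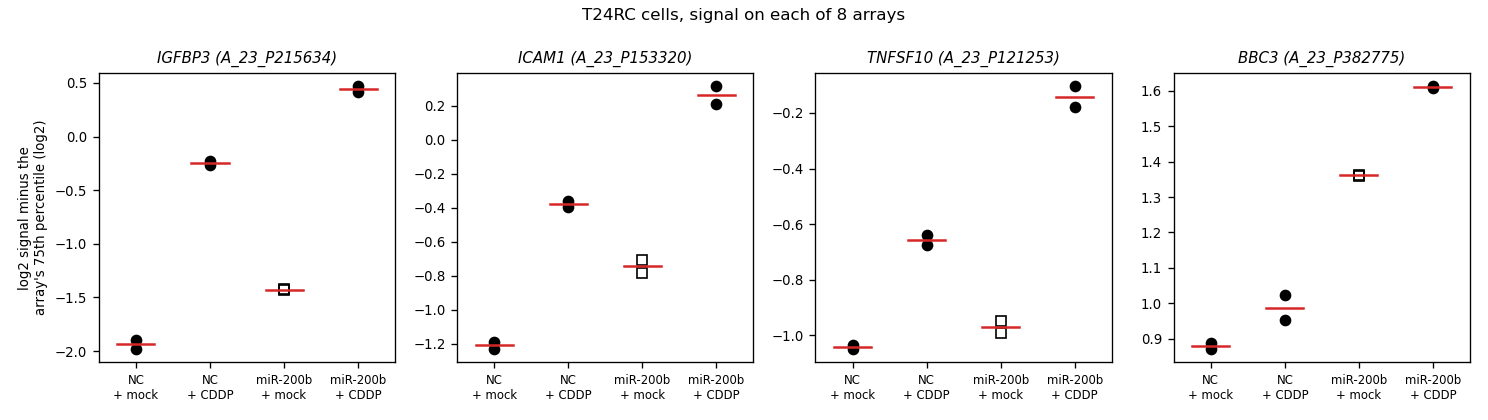
Log2 signal of the IGFBP3, ICAM1, TNFSF10 and BBC3 probes on each of the 8 arrays, relative to the 75th percentile of the array, by condition. Each symbol is 1 array, filled circles are on slide 1, open squares are on slide 2, and the bar is the mean of the 2 arrays; for each gene both miR-200b + CDDP arrays lie above the 6 others.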

We also found that IGFBP3 and ICAM1, which are reportedly associated with CDDP resistance, were synergistically upregulated by miR-200b + CDDP [18–20] (Figure 4A). These microarray results were validated for selected genes using qRT-PCR (Figure 4C). Collectively then, these results suggest miR-200b sensitizes BCa cells to CDDP by inducing multiple genes involved in determining chemosensitivity and cytotoxicity.

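Between miR-200b + CDDP and NC + mock, a comparison within slide 1 that was added after the data had been seen, 1725 probes of 1516 genes were called over 1.5-fold, 939 higher and 786 lower. The log2 rise was 2.38 for IGFBP3 (limma adjusted p = 1.71e-05), 1.47 for ICAM1 (adjusted p = 0.000112), 0.90 for TNFSF10 (A_23_P121253, adjusted p = 0.000301) and 0.73 for BBC3 (adjusted p = 0.000469). In each case both miR-200b + CDDP arrays lay above both NC + mock arrays, but 2 arrays against 2 allow no exact two-sided p below 0.333. The paper selected genes that differed between miR-200b alone and miR-200b + CDDP, found terms of the nucleosome and of apoptosis among them, picked out TNFSF10, BBC3, IGFBP3 and ICAM1 as higher with both treatments, and measured selected genes by qRT-PCR. From these results the paper proposes that miR-200b makes bladder cancer cells more sensitive to CDDP, through induction of several genes with a part in chemosensitivity and cytotoxicity.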

**Figure 4:**
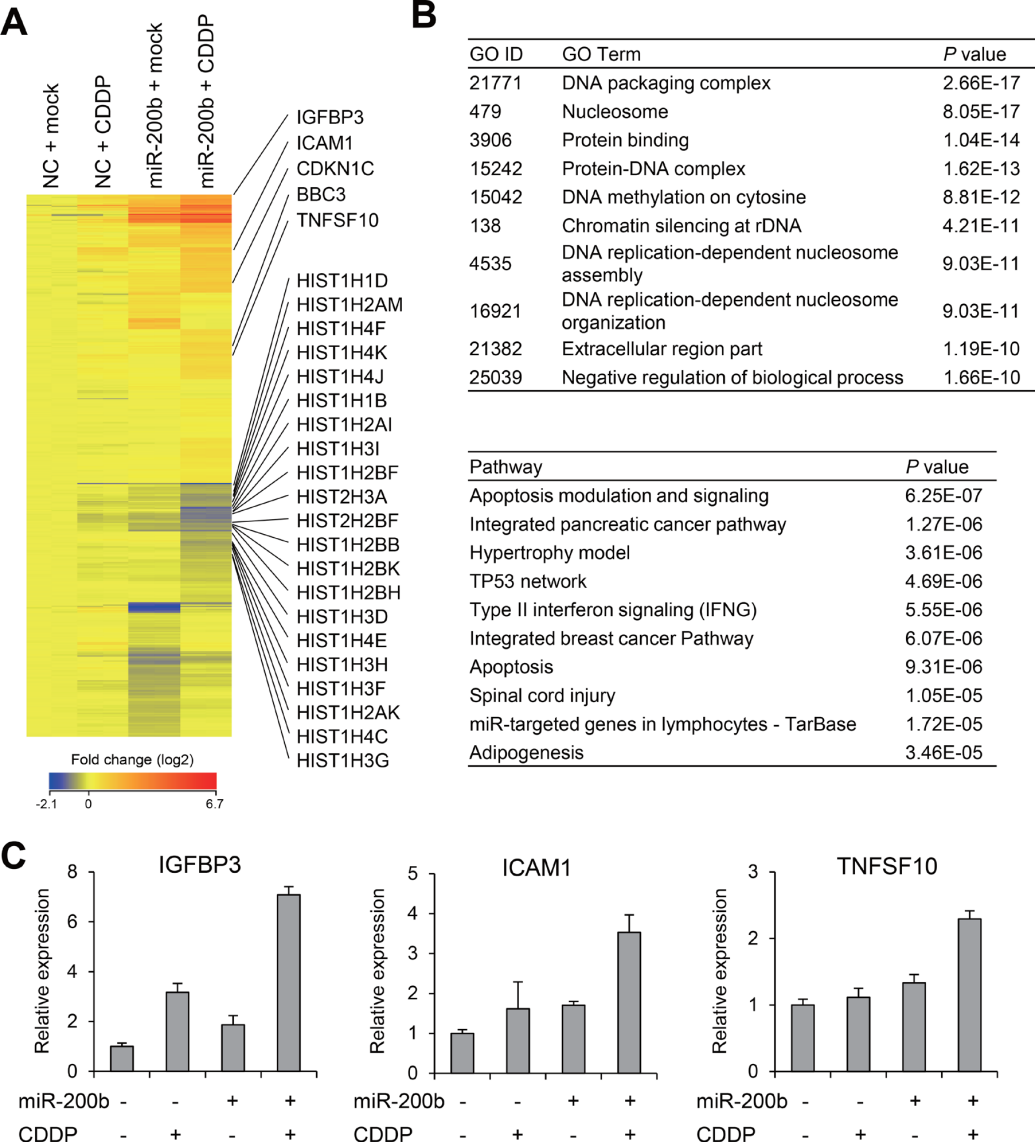
Effects of miR-200b and CDDP on gene expression profiles in CDDP-resistant BCa cells (**A**) Heat map showing expression of 551 probe sets (509 genes) identified through microarray analysis of T24RC cells transfected with a miR-200b mimic or negative control (NC) and then treated with or without CDDP. (**B**) Results of gene ontology (GO, upper) and pathway analyses (lower) of the selected 509 genes. (**C**) qRT-PCR analysis of the indicated genes in T24RC cells with or without miR-200b and/or CDDP. Shown are means of 3 replications; error bars represent SDs.

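Of the 551 probes of Supplementary Table 3, 524 were kept, 18 were not well above background on any array and 8 are spike-in controls. Of the 524, 522 changed in the direction of the table and 431 (82.3%) were called between miR-200b + CDDP and miR-200b + mock. The 21 histone genes labelled in Fig. 4A were all lower, with a median log2 fold change of -0.51, and 20 of them were called. CDKN1C, also labelled there, rose by 0.34 (limma adjusted p = 0.0206, from 0.000387 to 0.0907 over its alternatives).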

### Expression and methylation of miR-200b is associated with BCa prognosis

We next evaluated the clinical relevance of our findings. Using data sets for primary BCa from The Cancer Genome Atlas (TCGA), we compared expression of miR-200b and DNA methylation of its upstream CpG island [21]. Because chemotherapy is not commonly administered to patients with NMIBC, we selected the data from patients with stage II or higher tumors. We found that methylation levels at multiple CpG sites in the CpG island correlated inversely with the levels of miR-200b expression in BCa (Figure 5A, 5B, Supplementary Figure 4). Kaplan–Meier curve analysis revealed that lower levels of miR-200b expression and higher levels of DNA methylation were associated with poor overall survival (Figure 5C, 5D, Supplementary Figure 5). Logistic regression analysis revealed that higher levels of miR-200b expression (≥10.62) were associated with better overall survival (HR, 0.57; 95% CI, 0.4–0.82; *P* < 0.01). Similarly, lower methylation levels (cg0847826 < –0.3146) were associated with better overall survival (HR, 0.47; 95% CI, 0.25–0.88; *P* < 0.01). These results suggest that miR-200b is frequently silenced in association with DNA methylation in primary BCa tumors, and that epigenetic silencing of miR-200b is associated with a poorer outcome of BCa.

**Figure 5:**
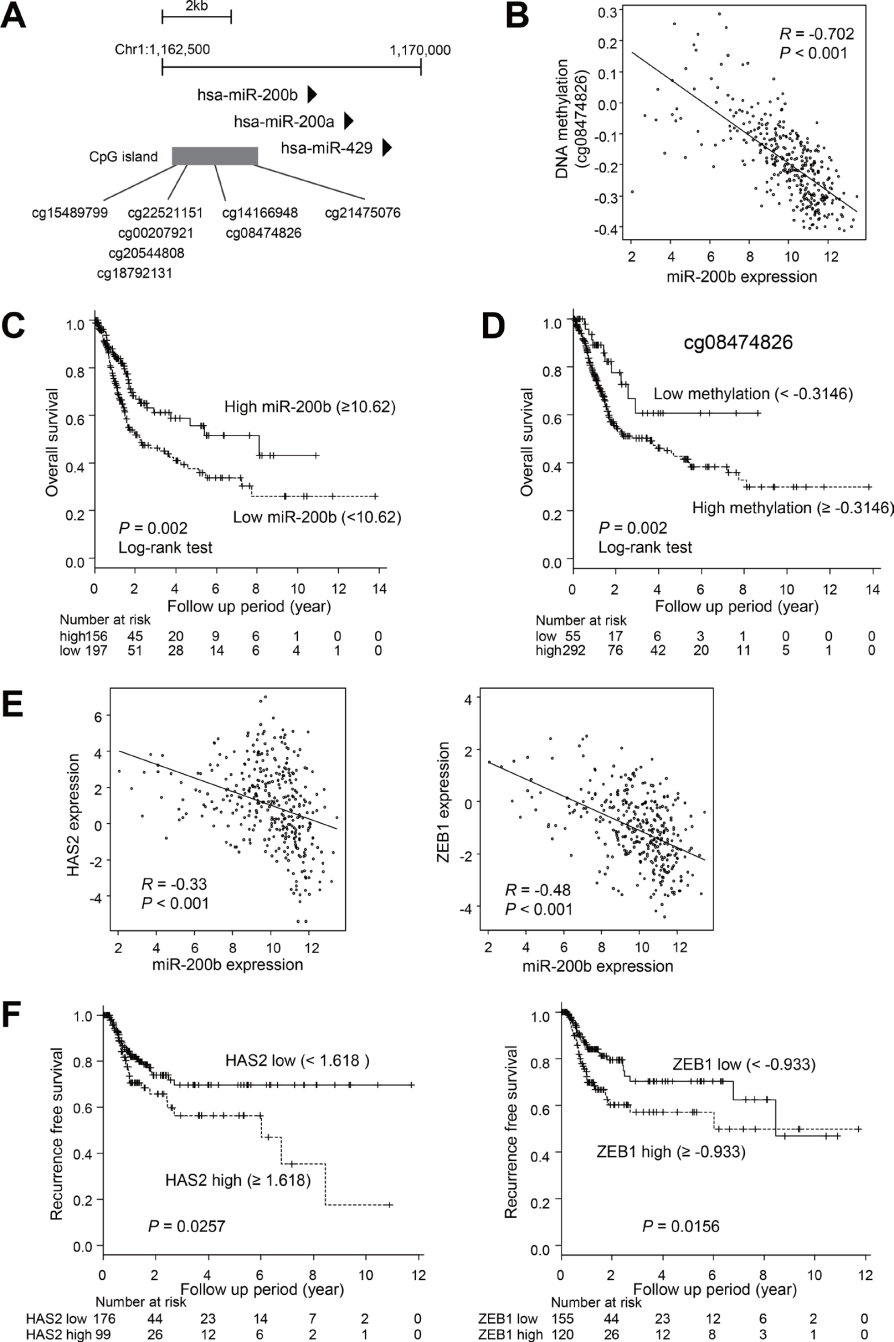
Analysis of the expression and DNA methylation of miR-200b in clinical BCa tumors using TCGA data sets (**A**) Locations of Infinium BeadChip probes in the CpG island of miR-200b. Genomic locations are based on Human GRCh38/hg38. (**B**) Correlation between levels of miR-200b expression and DNA methylation of the indicated probe in primary BCa (*n* = 345). The Pearson's correlation coefficient (R) is also shown. (**C**) Kaplan–Meier curve showing the effect of miR-200b expression on overall survival of BCa patients (*n* = 353). (**D**) Kaplan–Meier curve showing the effect of DNA methylation of the indicated probe on overall survival of BCa patients (*n* = 347). (**E**) Correlation between levels of miR-200b expression and expression of HAS2 (left) or ZEB1 (right) in primary BCa (*n* = 345). (**F**) Kaplan–Meier curves showing the effects of HAS2 (left) and ZEB1 (right) expression on recurrence-free survival among patients with stage 2 or higher BCa (*n* = 275).

Using the TCGA data sets, we also confirmed that levels of miR-200b expression are inversely associated with those of HAS2, ZEB1 and ZEB2 (Figure 5E, Supplementary Figure 6). Moreover, higher HAS2 and ZEB1 expression was associated with poorer recurrence-free survival among patients with stage 2 or higher BCa (Figure 5F), whereas there was no significant association between ZEB2 expression and clinical outcome (Supplementary Figure 6).

## DISCUSSION

In the present study, we found that expression of a number of miRNAs is altered after acquisition of CDDP resistance by BCa cells. We detected significant downregulation of miR-200 family members, including miR-200b, -200a and -429 in CDDP-resistant cells. The simultaneous reduction of these miRNAs is thought to be associated with increased DNA methylation of their upstream CpG islands. But among these three molecules, it was downregulation of miR-200b that was associated with CDDP resistance in BCa cells. The miR-200 family suppresses epithelial-to-mesenchymal transition (EMT) by targeting E-cadherin repressors ZEB1 and ZEB2 [22, 23]. Loss of the miR-200 family promotes EMT and invasive and aggressive cancer phenotypes [14, 24]. miR-200 family genes are encoded in two polycistronic units, miR-200b/200a/429 on chromosome 1 and miR-200c/141 on chromosome 12 [14]. CpG islands are located in the upstream of both units, and they are targets of hypermethylation in various cancers, including BCa [14]. Epigenetic silencing of the miR-200 family is seen in MIBC tumors and undifferentiated BCa cell lines [13].

Several studies have implicated the miR-200 family in chemoresistance. For instance, the CDDP-resistant variant of MCF7 breast cancer cells expresses lower levels of miR-200b and miR-200c than the parental cells [25]. Similarly, miR-200b expression is decreased in CDDP-resistant tongue cancer cells, and ectopic expression of miR-200b sensitizes the cells to chemotherapy [26]. Subsequent studies also showed that increasing miR-200b expression leads to improved chemosensitivity in lung and esophageal cancer cells [27, 28]. More recently, a study using a mouse model to track EMT during metastasis of breast tumors showed that miR-200 not only inhibits EMT but also reduces chemoresistance to cyclophosphamide [29]. By contrast, other studies showed that miR-200b/200c/429 could induce chemoresistance in endometrial cancer and Ehrlich ascites tumor cells, suggesting the miR-200 family may exert opposite effects in different tumor types [30, 31]. To our knowledge, this is the first study to show an association between miR-200b downregulation and CDDP resistance in BCa.

Our microarray analysis revealed that ectopic expression of miR-200b significantly altered expression of a number of genes, including well-characterized miR-200-targets in CDDP-resistant BCa cells. Notably, ZEB1 and ZEB2 are implicated in chemoresistance in a variety cancer types. For instance, ZEB1 induces CDDP resistance in tongue cancer cells by transcriptionally activating carbonic anhydrase 9 (CA9) [16]. Another study showed that miR-128 sensitizes prostate cancer cells to CDDP by suppressing ZEB1 [32]. Similarly, miR-200c, miR-203 and miR-218 increase CDDP-sensitivity via targeting ZEB2 in gastric, nasopharyngeal and lung cancers [17, 33, 34]. Hyaluronan (HA) is a major ligand of CD44, and the HA-CD44 signal promotes cell adhesion, migration and proliferation [35]. The oncogenic HA-CD44 signal is also involved in chemoresistance, and hyaluronan synthase 2 (HAS2) reportedly induces CD44-dependent CDDP resistance in oral cancer [15]. Treatment with carboplatin significantly increases expression of HAS2 and HAS3, and the resultant increase of HA secretion may contribute to chemoresistance in ovarian cancer [36]. These results suggest suppressing miR-200b may induce CDDP resistance by upregulating its target genes in BCa cells.

We also found that miR-200b and CDDP act synergistically to upregulate multiple genes associated with chemosensitivity or cytotoxicity in CDDP-resistant BCa cells. IGFBP3 is a key regulator of insulin growth factor (IGF) signaling. IGF1 binds to IGFBP3 with higher affinity than for its specific receptor (IGF1R), which disrupts interaction between IGF1 and IGF1R and suppresses the mitogenic and anti-apoptotic actions by IGF1 [18]. An earlier study showed that IGFBP3 is silenced by CpG island hypermethylation in CDDP-resistant NSCLC, and that IGFBP3 knockdown diminishes CDDP sensitivity in NSCLC cells [18]. A subsequent study demonstrated that methylation of IGFBP3 mediates CDDP resistance by activating the IGF1R/Akt pathway [19]. Loss of IGFBP3 also mediates acquired resistance to EGFR tyrosine kinase inhibitors [37], and upregulation of IGFBP3 is reportedly associated with increased chemosensitivity of esophageal cancer cells to nimotuzumab (anti-EGFR monoclonal antibody) with CDDP [38].

A recent study searched for genes differentially expressed and methylated in CDDP-resistant NSCLC cells and their parental cells [20]. Among the genes identified, ICAM1 was confirmed to be silenced by DNA methylation in CDDP-resistant cells. Although functional association between ICAM1 and CDDP sensitivity has not been fully characterized, an earlier study showed that the combination of CDDP + 5-fluorouracil synergistically induced ICAM1 expression in cancer cells, which may facilitate recognition of cancer cells by T lymphocytes [39]. CDDP also induces ICAM1 expression in endothelial cells via a NF-κB dependent pathway, which could lead to CDDP-induced vascular toxicity [40]. In addition, it was recently reported that upregulation of ICAM1 suppresses growth of ovarian cancer cells in the absence of immune cells [41]. However, this study also showed that induction of ICAM1 leads to reduced CDDP sensitivity in ovarian cancer cells. Further study will be necessary to clarify the role of ICAM1 in BCa.

TNFSF10 (tumor necrosis factor ligand super family member 10), also known as TRAIL, is a member of the TNF superfamily that induces apoptosis in various cancers by activating death receptors [42]. Although TRAIL is not reportedly associated with CDDP sensitivity, multiple lines of evidence show that CDDP enhances susceptibility to TRAIL-mediated apoptosis in various malignancies, including esophageal, lung and bladder cancers [43–46]. More recently, a study showed that CDDP-resistant cancer cells are sensitive to TRAIL-mediated apoptosis [47]. This suggests induction of TRAIL by miR-200b and CDDP may lead to increased cytotoxicity in BCa cells.

Our study has several limitations. Although our data suggest miR-200b is epigenetically silenced in CDDP-resistant BCa cells, the CpG island is already highly methylated in the parental cells, and 5-aza-dC treatment induces only moderate re-expression of miR-200b. These findings together with our ChIP-PCR results suggest both DNA methylation and histone modification are involved in suppressing miR-200b. Consequently, the clinical usefulness of DNA methylation as a predictive marker of CDDP resistance may be limited. In addition, due to a lack of clinical information, we were unable analyze the association between miR-200b expression and clinical outcomes in BCa patients treated with CDDP. Nonetheless, the combination of low dose 5-aza-dC and CDDP strongly suppressed proliferation of CDDP-resistant BCa cells. This suggests multiple factors involved in chemosensitivity may be epigenetically silenced in CDDP-resistant BCa, and that epigenetic drug treatment could be a therapeutic option for such tumors. Further study is warranted to clarify the clinical implications and usefulness of miR-200b in BCa.

In summary, our data suggest that downregulation of miR-200b is associated with CDDP resistance in BCa, and that restoration of miR-200b or treatment with a DNA demethylating agent could be an effective therapeutic approach to overcoming chemoresistance. Moreover, epigenetic alteration of miR-200b may be a predictive marker of BCa chemoresistance and useful for identifying patients who will benefit from the neoadjuvant chemotherapy.

## MATERIALS AND METHODS

### Cell lines

The T24, UMUC3 and EJ138 BCa cell lines were obtained from The European Collection of Authenticated Cell Cultures (ECACC). TCCSUP, J82 and HT1376 cells were obtained from the American Type Culture Collection (ATCC). T24 cells were cultured in McCoy's 5A medium (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS). The other BCa cell lines were cultured in Eagle's minimal essential medium (EMEM; Wako Pure Chemical Industries, Osaka, Japan) with 10% FBS. To establish CDDP-resistant BCa cells (T24RC and EJ138RC), T24 and EJ138 cells were continuously exposed to serially elevated concentrations (up to 3 μg/ml) of CDDP for >6 months. CDDP-resistant BCa cells were maintained in culture medium with 3 μg/ml CDDP. To restore epigenetically silenced genes, cells were treated with 1 μM 5-aza-2’-deoxicytidine (5-aza-dC; Wako, Tokyo, Japan) for 72 h. Total RNA was extracted using TRI Reagent (COSMO BIO, Tokyo, Japan), and genomic DNA was extracted using the standard phenol-chloroform procedure.

### miRNA expression

Expression of a series of 754 miRNAs was examined using a TaqMan MicroRNA Array v3.0, which includes qRT-PCR assays for 754 human miRNAs (Thermo Fisher Scientific, Waltham, MA, USA). The PCR was run in a 7900HT Fast Real-Time PCR System (Thermo Fisher Scientific), and SDS 2.2.2 software (Thermo Fisher Scientific) was used for comparative delta Ct analysis. U6 snRNA (RNU6B) was used as an endogenous control. Expression of miR-200b and RNU6B was assessed using TaqMan MicroRNA Assays (Assay ID, 00251 and 001093, Thermo Fisher Scientific) and a 7500 Fast Real-Time PCR System (Thermo Fisher Scientific).

### Transfection of miRNA mimics or inhibitors

For ectopic expression of miRNAs, BCa cells plated at 5 × 10^5^ cells/well in 6-well dishes were transfected with 25 pmol of mirVana miRNA mimic (hsa-miR-200a-3p, hsa-miR-200b-3p, Thermo Fisher Scientific) or mirVana miRNA mimic Negative Control #1 (Thermo Fisher Scientific) using Lipofectamine RNAiMAX (Thermo Fisher Scientific) according to manufacturer's instructions. For suppression of miRNAs, cells were transfected with 25 pmol of mirVana miRNA inhibitor (hsa-miR-200b-3p, hsa-miR-661, hsa-miR-21-5p, Thermo Fisher Scientific) or mirVana miRNA inhibitor Negative Control #1 (Thermo Fisher Scientific) using Lipofectamine RNAiMAX.

### Drug treatment and cell proliferation assay

To assess drug sensitivity, BCa cells (1 × 10^4^ cells/well in 24-well plates) were treated with or without CDDP (0.2 to 3.2 μg/ml) for 72 h, after which cell numbers were counted using a Countess II Automated Cell Counter (Thermo Fisher Scientific). To assess the involvement of miRNAs in the drug sensitivity, BCa cells were transfected with a miRNA mimic or inhibitor as described above and incubated for 48 h. Cells were then trypsinized, counted, placed in 24-well plates (1 × 10^4^ cells/well), and incubated for additional 24 h. Thereafter, cells were treated with or without CDDP for 72 h, after which cell numbers were counted. For combined treatment with 5-aza-dC + CDDP, BCa cells (5 × 10^5^ cells in a 10-cm dish) were treated with or without 100 nM 5-aza-dC for 48 h, after which the medium was replaced and the cells were treated with or without 3.0 μg/ml CDDP for additional 72 h. After removing the drugs, 5 × 10^3^ cells were placed in a 10-cm dish, and cell numbers were counted 7, 11 and 14 days after the start of drug treatment.

### DNA methylation analysis

Genomic DNA (1 μg) was modified with sodium bisulfite using an EpiTect Bisulfite kit (Qiagen, Hilden, Germany). Bisulfite sequencing, bisulfite pyrosequencing and methylation-specific PCR (MSP) were conducted as described previously [48]. *In vitro* methylated DNA and DNMT1/DNMT3B double knockout HCT116 cells served as methylated and unmethylated controls [48]. The pyrosequencing reaction was performed using a PSQ96 system with a PyroGold reagent Kit (Qiagen), and the results were analyzed using Q-CpG software (Qiagen). For bisulfite sequencing of the CpG island of miR-200b, a region including 27 CpG sites was PCR amplified and cloned into pCR2.1-TOPO vector (Life Technologies), after which 14 or 15 clones from each sample were sequenced using an ABI3130x automated sequencer (Thermo Fisher Scientific). Primer sequences and PCR product sizes are listed in Supplementary Table 4.

### Chromatin immunoprecipitation (ChIP)-PCR

ChIP was carried out using anti-acetyl-histone H3 lysine 9 (#07-352, Millipore, Billerica, Massachusetts, USA) and anti-H3K27me3 (#9733, Cell Signaling Technology, Danvers, MA, USA) antibodies as described previously [49]. Input DNA and the immunoprecipitates were subjected to quantitative PCR analysis using PowerUp SYBR Green PCR Master Mix (Life Technologies). Primer sequences and PCR product sizes are listed in Supplementary Table 4.

### Gene expression microarray analysis

T24RC cells were transfected with a miR-200b mimic or negative control and then treated with or without 1.6 μg/ml CDDP as described above. One-color microarray-based gene expression analysis was then carried out according to manufacturer's instructions (Agilent Technologies, Santa Clara, CA, USA). Briefly, 100 ng of total RNA were amplified and labeled using a Low-input Quick Amp Labelling kit One-color (Agilent Technologies), after which the synthesized cRNA was hybridized to a SurePrint G3 Human GE microarray v2 (G4851; Agilent Technologies). Each sample was hybridized to 2 arrays, and the microarray data were analyzed using GeneSpring GX version 13 (Agilent Technologies). miR-200b target genes were predicted by TargetScan. (www.targetscan.org). The Gene Expression Omnibus accession number for the microarray data is GSE103250.

### Quantitative reverse transcription PCR

Single-stranded cDNA was prepared using SuperScript III reverse transcriptase (Thermo Fisher Scientific). Quantitative reverse transcription PCR (qRT-PCR) for IGFBP3, ICAM1 and ACTB was carried out using TaqMan Gene Expression Assays (Assay ID, Hs00426287_m1, Hs00164932_m1 and Hs01060665_g1, Thermo Fisher Scientific). ACTB (β-actin) was used as an endogenous control. qRT-PCR for HAS2, ZEB1, ZEB2 and TNFSF10 was performed using PowerUp SYBR Master Mix (Thermo Fisher Scientific). The PCR was run in a 7500 Fast Real-Time PCR System (Thermo Fisher Scientific), and SDS ver. 1.4 (Thermo Fisher Scientific) was used for comparative delta Ct analysis. Primer sequences for TNFSF10 are listed in Supplementary Table 4.

### Statistical analysis

Comparisons of continuous variables were made using *t* tests or one-way ANOVA with post-hoc multiple comparisons (Tukey HSD test). Correlations were evaluated based on Pearson's correlation coefficient. Values of *P* < 0.05 (two-sided) were considered significant. Optimal cut off levels were determined through receiver operating characteristic (ROC) curve analysis. Differences in survival were compared using the Kaplan–Meier method with the Log-rank test. All data were analyzed using EZR ver. 1.35 (Saitama Medical Center, Jichi Medical University) [50].

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

BCa: bladder cancer
NMIBC: non-muscle invasive bladder cancer
MIBC: muscle invasive bladder cancer
CDDP: cisplatin

# Supplementary material for: Epigenetic silencing of miR-200b is associated with cisplatin resistance in bladder cancer
**Source:** Oncotarget. 2018 May 11;9(36):24457–69. doi: 10.18632/oncotarget.25326
**Supplement:** Supplementary file 1

# Epigenetic silencing of miR-200b is associated with cisplatin resistance in bladder cancer

## SUPPLEMENTARY MATERIALS

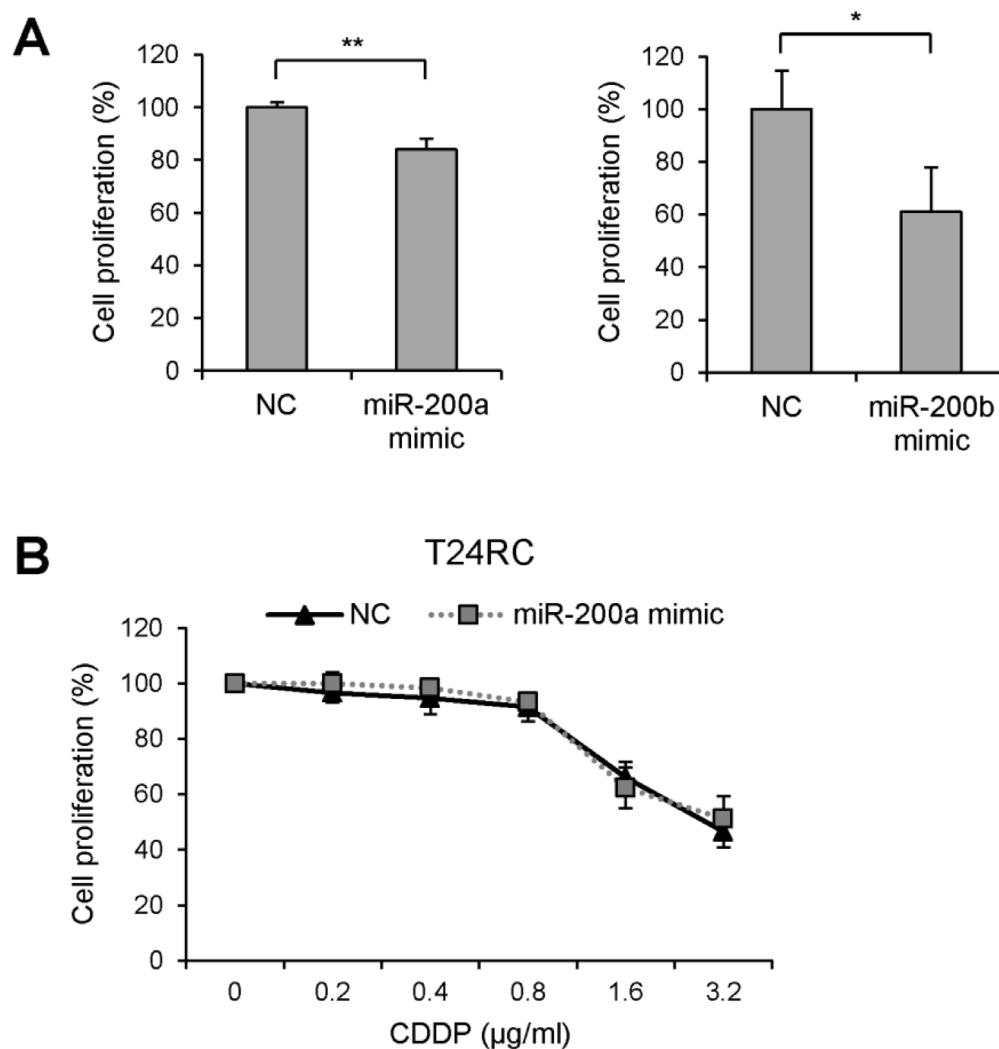

**Supplementary Figure 1: Effects of miR-200a/b on proliferation and CDDP sensitivity in BCa cells.** (A) Effects of miR-200a (left) and miR-200b (right) on proliferation of T24RC cells. Cells were transfected with a miRNA mimic or negative control (NC), and cell numbers were counted 96 h after transfection. (B) Effects of miR-200a on CDDP sensitivity in T24RC cells. Numbers of cells transfected with a miR-200a mimic or negative control (NC) and then treated with the indicated concentrations of CDDP are shown relative to the numbers without treatment. \* $P < 0.05$ , \*\* $P < 0.01$ .

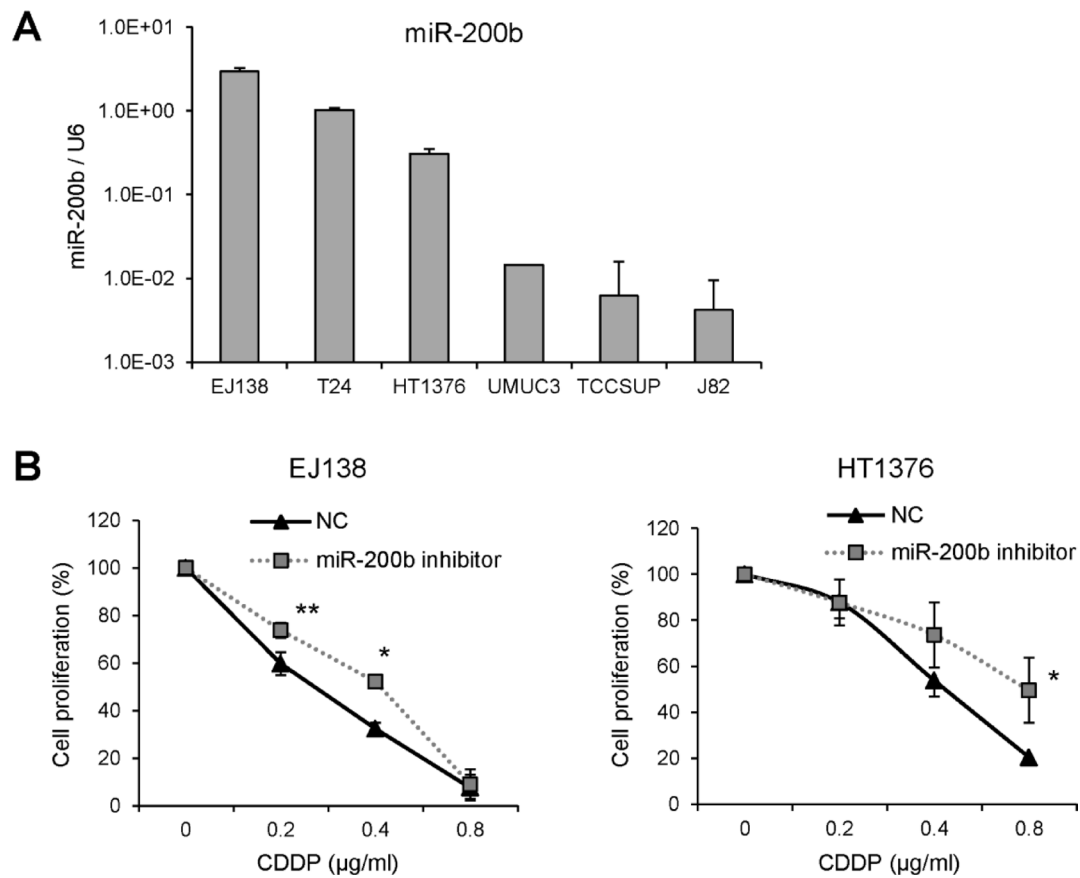

**Supplementary Figure 2: Effects of miR-200b on CDDP sensitivity in BCa cells.** (A) qRT-PCR analysis of miR-200b in the indicated BCa cell lines. (B) Effects of miR-200b inhibition on CDDP sensitivity in the indicated BCa cells. Cells were transfected with a miR-200b inhibitor or negative control (NC) and then treated with the indicated concentrations of CDDP. Shown are the means of 3 (A) or 6 (B) replicates. Error bars represent SDs. \* $P < 0.05$ , \*\* $P < 0.01$ .

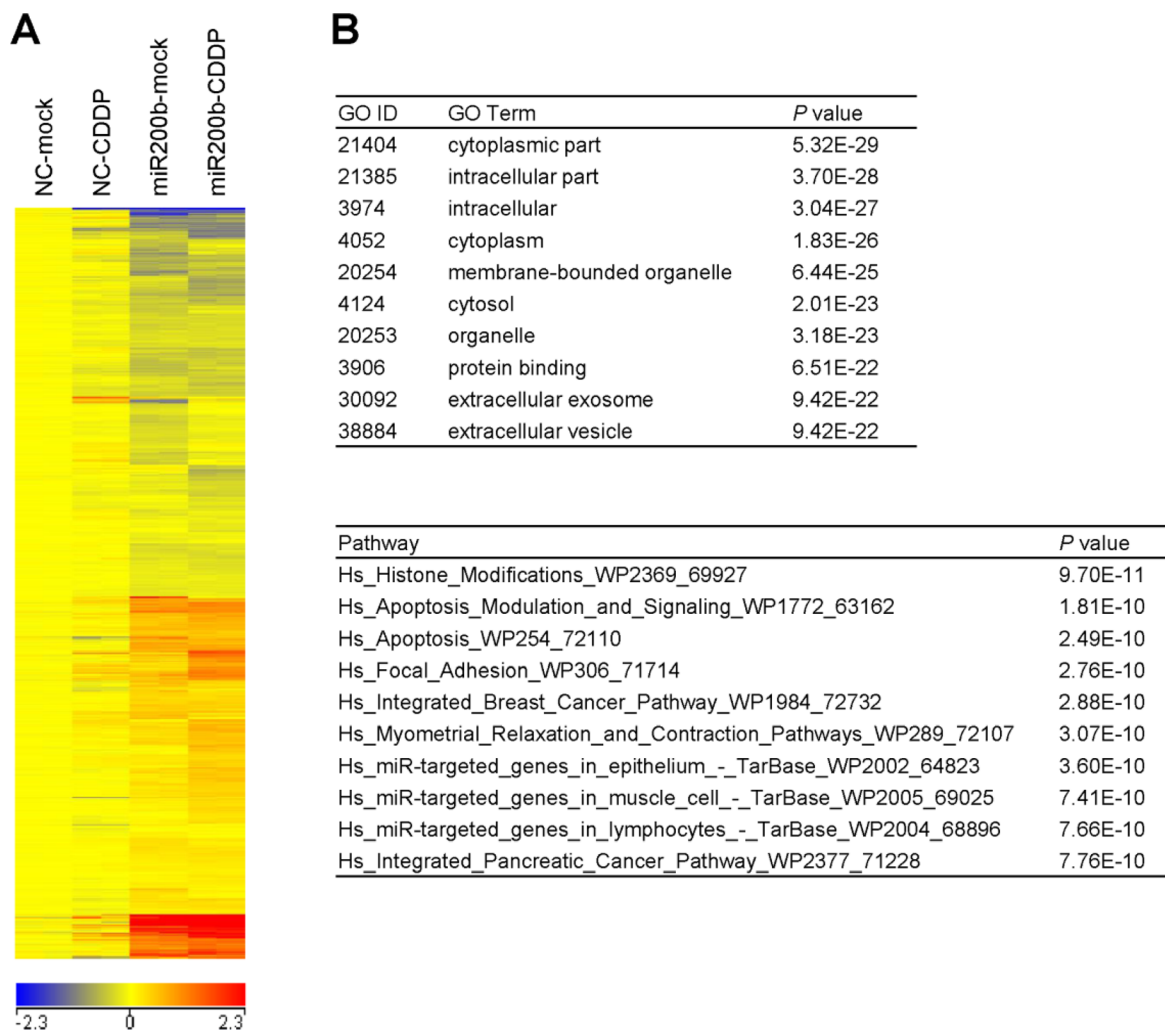

**Supplementary Figure 3: Effects of miR-200b and CDDP on gene expression profiles in CDDP-resistant BCa cells. (A)** Heat map showing expression of 4241 probe sets (3559 unique genes) identified through microarray analysis in T24RC cells transfected with a miR-200b mimic or negative control (NC) and then treated with or without CDDP. Respective samples were analyzed in duplicate, and one-way ANOVA was performed to identify genes differentially expressed among the samples. **(B)** Results of gene ontology (GO, upper) and pathway analyses (lower) of the selected 3559 genes.

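In limma's moderated F-test over the differences between the 4 conditions, 8079 probes of 6744 genes had an adjusted p under 0.05. The test includes the miR-200b + mock arrays on their own slide. With 1 array left out the number lay between 3840, without miR-200b + CDDP replicate 1, and 5918.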

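The duplicates are the 2 arrays of each condition. Over the probes kept, the median SD between them was 0.0660 in NC + mock, 0.0531 in NC + CDDP, 0.0598 in miR-200b + mock and 0.0625 in miR-200b + CDDP on the log2 scale. Probes that stood apart from all 3 other conditions in the same direction numbered 5 for NC + mock, 0 for NC + CDDP, 564 for miR-200b + mock and 1057 for miR-200b + CDDP.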

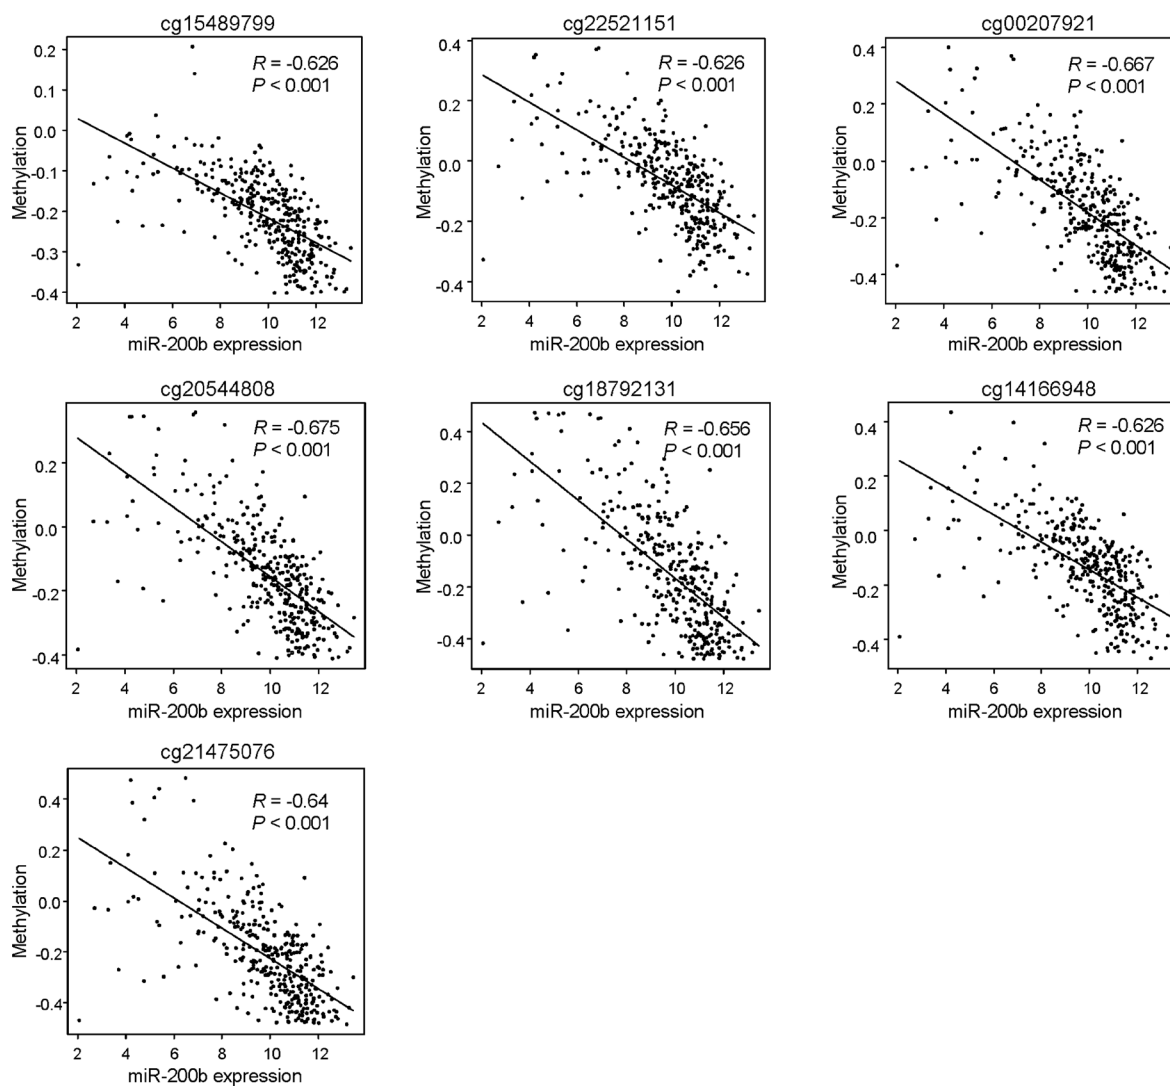

**Supplementary Figure 4: Correlations between levels of miR-200b expression and DNA methylation of the indicated probes in TCGA data sets in primary BCa ( $n = 345$ ). Pearson's correlation coefficients ( $R$ ) are also shown.**

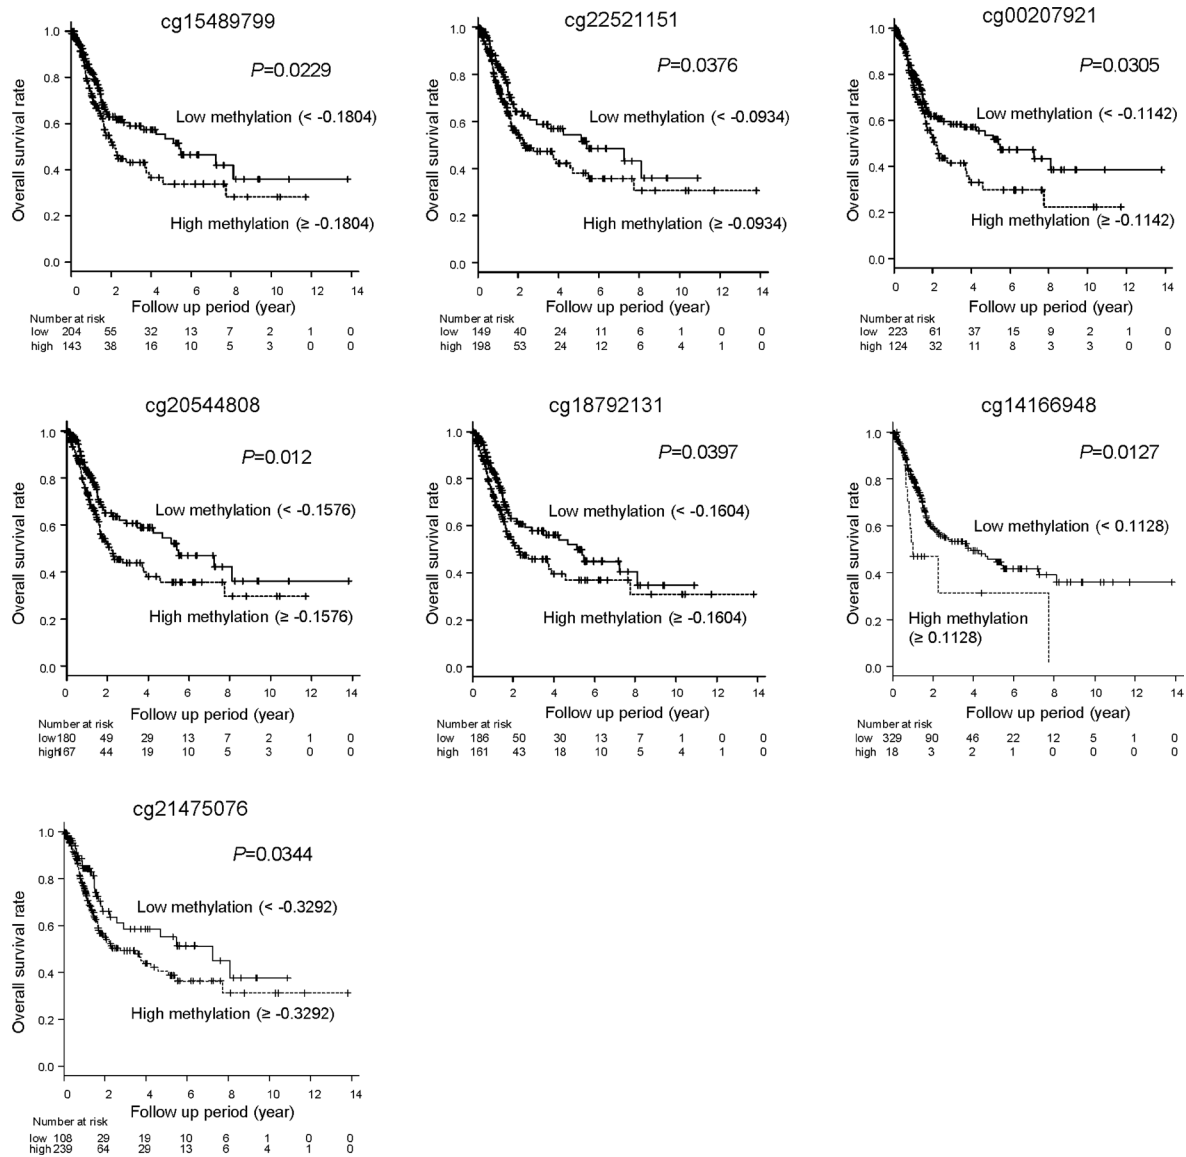

**Supplementary Figure 5: Kaplan–Meier curves showing the effect of DNA methylation of the indicated probes in TCGA data sets on overall survival of BCa patients ( $n = 347$ ).**

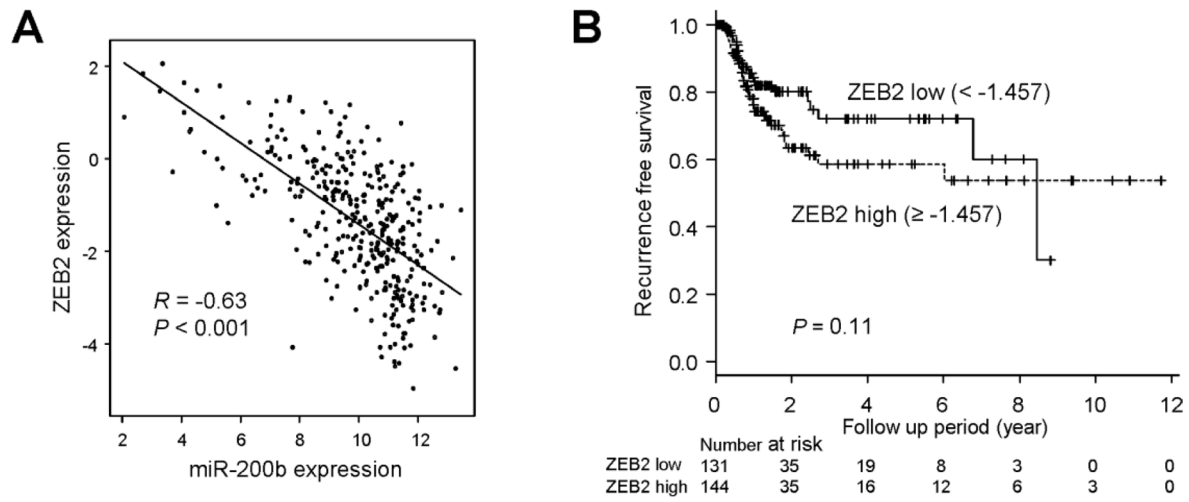

**Supplementary Figure 6: Analysis of miR-200b and ZEB2 expression in clinical BCa tumors using TCGA data sets.** (A) Correlation between levels of miR-200b and ZEB2 expression in primary BCa ( $n = 345$ ). (B) Kaplan–Meier curves showing the effect of ZEB2 expression on recurrence-free survival among patient with stage 2 or higher BCa ( $n = 275$ ).

**Supplementary Table 1: Expression of miRNAs downregulated in T24RC as compared to T24 cells**

**Supplementary Table 2: Expression of genes affected by miR-200b in T24RC cells.** See Supplementary\_Table\_2

**Supplementary Table 3: Expression of genes affected by miR-200b and/or CDDP in T24RC cells.** See Supplementary\_Table\_3

**Supplementary Table 4: Sequences of the primers used in this study**

|                                   | Primer sequence                       | Product size |
|-----------------------------------|---------------------------------------|--------------|
| miR-200b bisulfite pyrosequencing |                                       |              |
| Forward                           | 5'-GGGTTTTATAGAAGTTTTTTTATTTTGGT-3'   | 159 bp       |
| Reverse                           | 5'-Bio-CAAATATATCCCCTAAACTCCCATAAA-3' |              |
| Sequencing primer                 | 5'-TTGGTTTTTTGTTTAATT-3'              |              |
| Sequence to analyze               | 5'-CGGTGGGCGGTAAGGTGGGGGCG-3'         |              |
| miR-200b bisulfite sequencing     |                                       |              |
| Forward                           | 5'-GGGTTTTATAGAAGTTTTTTTATTTTGGT-3'   | 345 bp       |
| Reverse                           | 5'-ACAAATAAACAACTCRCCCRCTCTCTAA-3'    |              |
| miR-200b MSP                      |                                       |              |
| Methylated DNA-specific primers   |                                       |              |
| Forward                           | 5'-GCGGGGTTCGGGTTTGC GTTATC-3'        | 126 bp       |
| Reverse                           | 5'-GCCCCACACAAATACGAACTCCCG-3'        |              |
| Unmethylated DNA-specific primers |                                       |              |
| Forward                           | 5'-GTTTGTGGGGTTTGGGTTTGTGTTATT-3'     | 131 bp       |
| Reverse                           | 5'-CACCCCACACAAATACAAACTCCCA-3'       |              |
| miR-200b ChIP-PCR                 |                                       |              |
| Forward                           | 5'-AAACTCTCCCAGAGACGGG-3'             | 105 bp       |
| Reverse                           | 5'-GACCTGCAAGGGTGAGCTT-3'             |              |
| HAS2 qRT-PCR                      |                                       |              |
| Forward                           | 5'-CTCATCTGTGGAGATGGTAAA-3'           | 128 bp       |
| Reverse                           | 5'-CCATCCAATATCTTACACTGC-3'           |              |
| ZEB1 qRT-PCR                      |                                       |              |
| Forward                           | 5'-GACAAGATATTCCAAAAGAGTAG-3'         | 136 bp       |
| Reverse                           | 5'-AATGTAATCGCATGTGTTCAATC-3'         |              |
| ZEB2 qRT-PCR                      |                                       |              |
| Forward                           | 5'-AAGACATTCCAGAAAAGCAGTT-3'          | 119 bp       |
| Reverse                           | 5'-TGCTCGATAAGGTGGTGCTT-3'            |              |
| TNFSF10 qRT-PCR                   |                                       |              |
| Forward                           | 5'-TGTGTGGCTGTAACCTTACGTG-3'          | 111 bp       |
| Reverse                           | 5'-GTCCCAATAACTGTCATCTTCT-3'          |              |
| ACTB qRT-PCR                      |                                       |              |
| Reverse                           | 5'-AGCACAGCCTGGATAGCAAC-3'            |              |

Y = C or T; R = A or G; Bio, biotin.

How the deposited data were processed for this re-analysis (not part of the article)

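Gene expression was measured on 8 one-color arrays (SurePrint G3 Human GE v2) in T24RC cells, 2 arrays for each of the 4 conditions NC + mock, NC + CDDP, miR-200b + mock and miR-200b + CDDP. The condition of every array was taken from its labels and checked against the methods. The authors labeled 100 ng of total RNA and scanned the arrays with Feature Extraction 10.7.3.1, and the probe positions in its output refer to hg19. The deposited scanner files give each spot's background-corrected signal as an intensity on a linear scale, with flags for outliers, saturation and signal well above background. A deposited table of all arrays holds the same intensity rounded, with no normalization: on the log2 scale the largest difference from the scanner files was 0.00719. The authors analyzed their arrays with GeneSpring GX, and the log2 values of their supplementary tables carry a scaling per array that the text does not describe.

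In the main setting the log2 of the background-corrected signal was taken, and the 75th percentile of the array over its gene spots was subtracted. Control spots and outlier flags were left out, and spots of one probe were averaged. Every spot of a probe was flagged in 26 combinations of probe and array, and 15 of the probes kept had such a missing value. A probe was kept if it was well above background on both arrays of at least 1 condition, which left 24453 of 50599 probes, 23670 of them with a gene symbol. Of these probes 22056 were well above background on all 8 arrays. Probes not well above background in a condition have only a bound there.

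R 4.3.3 with limma 3.58.1 (lmFit and eBayes) and data.table 1.17.8 was used. All arrays entered 1 model with the condition as a factor, which leaves 4 residual degrees of freedom and had 1.85 prior degrees of freedom, and p-values were adjusted by Benjamini-Hochberg over the probes kept. Calls needed an adjusted p under 0.05 and a change over 1.5-fold. For CDDP in miR-200b cells, the interaction of miR-200b and CDDP and the F-test over conditions no fold was required. Gene lists were tested on the probe of each gene with the highest mean signal by camera with a correlation between genes of 0.01, adjusted over 12 tests, and again by fry. List tests in comparisons other than those 12 were adjusted over all 10 lists in 7 comparisons. Of the calls by camera, those for the histone, apoptosis, G2 and M phase, p53 target (in miR-200b cells), epithelial, mesenchymal and interferon-stimulated genes also held under fry. The members of the paper's ontology terms and pathways were not used here, as its text and tables do not list them. The histone, Rab and secreted and matrix lists were taken by gene symbol, the others were written by hand, and 3 symbols were changed to the older name used on the array. Overrepresentation among calls was tested by Fisher's exact test.

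The design, the alternatives, the gene lists and the rule for named genes were fixed before the deposited data were examined. The comparison over mock and CDDP was, however, chosen from the values of Supplementary Table 2, which come from the same arrays. Named genes are those that the Results name from the arrays, those labelled in Fig. 3C and Fig. 4A, and, for the miR-200b effect, the CDDP effects and the interaction, the 3 probes with a symbol that rose most and the 3 that fell most among those called, well above background on all 8 arrays and, apart from the interaction, with the arrays of both sides not overlapping. Of a list, the members with the largest changes are named.

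The analysis was tested on simulated data with the spread of the real arrays, in which 200 of 24438 probes were changed by 1 on the log2 scale. For the miR-200b effect 92.5% of the changed probes were called, with 14 false calls, for CDDP in NC cells 85% with 8, for CDDP in miR-200b cells 82.5% with 3, and for the interaction 67.5% with 3. These calls needed only an adjusted p under 0.05, at any fold. Unlike the real arrays, the simulated ones had independent noise in each probe and no difference between slides. A lowered list had a median of -0.32 and was called, and an unchanged list was not.

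Alternatives were normexp background correction (offset 50), quantile normalization, scaling to the median over the probes kept, the deposited table without normalization, no filter on dim probes, only probes well above background on all 8 arrays, eBayes with trend and robust, the replicate number as a block, each array left out in turn, only the arrays compared, the 2 arrays of a condition averaged, a 2-fold threshold, the methods' t-test and analysis of variance, fry in place of camera, and the mean of a gene's probes. Slide as a block, slide 1 alone, the comparison of miR-200b + CDDP with NC + mock, list tests within slide 1, the authors' scaling as recovered from their tables and scaling to 7 spike-in control probes were added after seeing the data. The qRT-PCR, methylation and clinical data of the paper were not analysed here. A test of seed sites in 3' untranslated regions was not run, and words in the probe sequences of 60 bases were used in its place.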

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

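Of the tests in this part, those of the histone genes against NC cells within slide 1, of the spike-in control probes, of miR-200b + CDDP against NC + mock, and with the authors' or spike-in scaling were chosen only after the result was seen.

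The effect of CDDP differed between miR-200b cells and NC cells for 1213 probes (limma interaction, adjusted p under 0.05), 451 with a higher and 762 with a lower effect in miR-200b cells. Across the probes kept, which are not independent replicates, the CDDP effects in the 2 kinds of cells correlated with r = 0.131 (rho 0.0632). A trend with the GC content and brightness of the probes is argued against as the whole cause, since 995 probes were called after it was removed from every array, while the calls for CDDP in NC cells at any fold went from 99 to 157. A difference between the slides at the level of single probes had the values it needs. Over 4316 genes with 2 probes, the interaction of one probe correlated with that of the other at r = -0.012 (rho 0.0266, largest r of 1000 shuffles 0.0393), whereas r was 0.246 for CDDP in NC cells, 0.566 for miR-200b in CDDP-treated cells and 0.473 for miR-200b in mock-treated cells. For CDDP in miR-200b cells, measured across slides, r was 0.140, below that for CDDP in NC cells. The slide of the miR-200b + mock arrays as the cause stayed open. Of the 4968 probes called between miR-200b + CDDP and miR-200b + mock, miR-200b + CDDP also differed the same way from both NC conditions for 33.3% and from neither for 43.5%. These comparisons share the miR-200b + CDDP arrays, and simulations gave 0% with only miR-200b + mock apart, 71.3% with only miR-200b + CDDP apart, and 16.2% with additive effects and a deviation of miR-200b + mock shuffled among probes. In the last of these, 66.6% differed from neither. The simulations called 5410, 6967 and 10895 probes in the same order, so they do not match the 4968 probes called on the real arrays. A response to CDDP that miR-200b changes, which the design names, and the difference between the slides cannot be told apart for these probes, because miR-200b + mock was measured on slide 2 only. The count also rests on all 8 arrays: without any 1 of them limma called between 0 and 14 probes, 14 without miR-200b + mock replicate 1 and 0 without miR-200b + mock replicate 2, with 4813 to 6194 at an unadjusted p under 0.05 against 6382 with all arrays.

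Among the probes with the largest differences, the effect of CDDP on HMBOX1 was lower in miR-200b cells by -2.29 on the log2 scale (a rise of 0.86 in NC cells and a fall of -1.42 in miR-200b cells, adjusted p = 0.0181). For RN5-8S1 the difference was -2.40 (adjusted p = 0.0225) and for XLOC_005327 it was -2.43 (adjusted p = 0.0294), with rises in NC cells and falls in miR-200b cells. IL6 had 1.58 (adjusted p = 0.0299), LOC100131564 had 1.26 (adjusted p = 0.0279) and MEST had 1.14 (adjusted p = 0.0288). The TNFSF10 probe A_23_P121253 had 0.44. The ZEB2 probe A_33_P3243832 had -0.997, with a rise of 0.41 in NC cells and a fall of -0.59 in miR-200b cells, while the ZEB2 probe A_23_P142560 had 0.22 (adjusted p = 0.427). Over the alternatives the highest adjusted p was 0.0826 for HMBOX1, 0.0878 for RN5-8S1, 0.0961 for XLOC_005327, 0.103 for IL6, 0.0861 for LOC100131564, 0.110 for MEST and 0.105 for TNFSF10. The correlation of -0.012 between probes of one gene bears on these values as a set, so a probe-level difference between slides may account for them, and no test separated it from a biological one for any single gene.

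The histone genes had a lower CDDP effect in miR-200b cells than in NC cells, with a median difference of -0.38 over 61 genes, 55 of them lower (camera adjusted p = 8.54e-17). With spike-in scaling or without normalization the CDDP effect itself in miR-200b cells was above 0 (0.12 and 0.04), under shifts of all probes of 0.54 and 0.46. A trend with GC content and brightness is argued against as the whole cause, since the median fall with CDDP in miR-200b cells was -0.35 after a trend fitted on all other genes was removed, although histone probes have a GC content of 51.1% against 43.7%. The part of the pattern against NC cells lies within slide 1 by design, so no test of the slide could have come out against it: the median between miR-200b + CDDP and NC + CDDP was -0.55, and the lowest median of 10000 random lists of the same size was -0.13. For the part that involves miR-200b + mock the slide stayed open. The median between miR-200b + CDDP and NC + mock was -0.65, but the level of miR-200b + mock is known on slide 2 only. Fewer cells in S phase could also not be decided: the S phase genes had a median of -0.071 with CDDP in miR-200b cells, and between miR-200b + CDDP and NC + CDDP it was 0.06, with members going both ways. A biological effect of the combination stays open as well, and the value of -0.55 could also arise if the RNA of that condition, which may be a single preparation, differed for another reason.

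The spike-in control probes, which are added to each RNA before labeling and which the paper does not discuss, lay lower relative to the 75th percentile in miR-200b + CDDP than in NC + mock by -0.998 on the log2 scale. The difference from NC + mock was -0.31 in NC + CDDP and -0.42 in miR-200b + mock. NC + mock, NC + CDDP and miR-200b + CDDP are all on slide 1, so the slide of the miR-200b + mock arrays has no part in this difference by design, and the -0.69 between miR-200b + CDDP and NC + CDDP is no test of it. The largest difference between the 2 arrays of a condition was 0.106. The spike-in signal itself fell by 0.91 between NC + mock and miR-200b + CDDP, while the 75th percentile rose by 0.09. That is consistent with less spike-in added to that RNA, but the signal of the genes depends on the amount of RNA and on labeling as well, so the amount of spike-in and a larger amount of messenger RNA per labeled RNA cannot be told apart. No biological explanation was tested.

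The epithelial genes, a list that the paper does not discuss, were higher with miR-200b by a median of 1.08 on the log2 scale, with 29 of the 30 genes with a probe kept higher (camera adjusted p = 3.91e-21, fry adjusted p = 6.46e-07). The direction was the same under every scaling, with medians from 0.77 to 1.63 over all alternatives. By limma 21 were called over 1.5-fold and 24 at any fold, and 24 at any fold when adjusted over the list alone, and 21 of the 30 are in Supplementary Table 2. EPCAM rose by 3.49 and ST14 fell by 0.18, and DSP, not well above background on any array with NC, was at least 9.38-fold higher in mock-treated and at least 14.5-fold higher in CDDP-treated cells. Probes that are dim on the NC arrays do not carry the median, which was 1.03 over the 27 probes well above background on all 8 arrays. The slide is argued against, since the median was 1.12 in CDDP-treated cells within slide 1 and 1.02 in mock-treated cells. A reversal of the mesenchymal state needs a fall of the mesenchymal genes as well, and their median was -0.14, with 20 of 27 genes lower (camera adjusted p = 0.00979, fry adjusted p = 3.26e-05). Within slide 1 it was -0.21 in CDDP-treated cells (16 lower), but -0.09 between miR-200b + CDDP and NC + mock (camera adjusted p = 0.891). By limma 0 were called higher and 4 lower over 1.5-fold, 4 higher and 11 lower at any fold, and 17 at any fold when adjusted over the list alone. TGFBI fell by 1.14 and SNAI2 rose by 0.34. Of the 27 genes 13 belong to another list and 3 are in Supplementary Table 2, and with spike-in scaling the median was 0.41, below the shift of all probes of 0.53. These values are consistent with such a reversal, as a hypothesis found and tested on the same arrays.

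Interferon-stimulated genes, which the paper does not discuss, were higher with CDDP in NC cells by a median of 0.20, within slide 1, with 45 of 50 genes higher (camera adjusted p = 2.63e-19). The median was above 0 under every alternative, from 0.07 to 0.51. By limma 7 genes were called at any fold over all genes and 28 when adjusted over the list alone, and 2 of the 50 belong to another list. With CDDP in miR-200b cells the median was 0.31 (camera adjusted p = 9.17e-14), with 27 called higher and 0 lower and 32 when adjusted over the list alone, and IFI44L and GBP1, which were not well above background on either miR-200b + mock array, were at least 2.10-fold and 1.68-fold higher. The difference between the cells was 0.06 (camera adjusted p = 0.0937). With miR-200b against NC the median was -0.18 (40 of 50 lower, camera adjusted p = 1.78e-06), though it was 0.37 with spike-in scaling, below the shift of all probes. The negative control is a duplex too, so this comparison cancels a response to any transfected duplex and leaves it open. By limma 0 were called higher and 5 lower over 1.5-fold, 2 higher and 31 lower at any fold, and 36 at any fold when adjusted over the list alone. SAMD9L fell by 1.10, while ISG20 rose by 0.32, and IFI44L was at least 2.16-fold lower in mock-treated cells. No technical explanation of the rise with CDDP in NC cells was tested apart from the alternatives.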

How the results depend on the processing

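In this part, the authors' scaling, spike-in scaling, slide as a block and slide 1 alone were chosen only after the results were seen, as were the comparison of miR-200b + CDDP with NC + mock and the list tests within slide 1. For the results that answer a comparison, 532 values under an alternative kept their direction and side of the threshold or came within 1.5 times the count, 94 counts moved further, 39 medians reversed, 5 results lost and 3 gained the threshold. For single genes 1054 were the same, 149 lost and 15 gained the threshold and 1 reversed. The 1054 include values of the interaction on the linear scale, which kept their direction but had no test. Where no cause is named below, the cause was not tested.

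The 75th percentile shifts the median of all probes by at most -0.07 in any comparison. After normexp background correction (shift of -0.11 for CDDP in miR-200b cells and -0.10 for the interaction), 401 probes were called with miR-200b (74.3% higher), 529 in mock-treated cells (72.8%), 543 in CDDP-treated cells, 356 with CDDP in miR-200b cells over 1.5-fold, 723 between miR-200b + CDDP and NC + mock (66.5% against 54.4%), 47 with CDDP over both kinds of cells (97.9% higher) against 253 (75.9%), 11051 with CDDP in miR-200b cells, 7265 for the interaction (23.8% against 37.2%) and 13510 in the F-test. The G2 and M phase median was -0.058 with adjusted p = 0.799, the highest over its alternatives, the lowest being 0.000181. The medians of the p53 targets (-0.0095 in miR-200b cells, 0.0057 in NC cells) and of the secreted and matrix genes (0.032) reversed.

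Quantile normalization reversed the p53 targets in NC cells (0.0056) and the S phase genes between miR-200b + CDDP and NC + mock (0.0041). Scaling to the median reversed the secreted and matrix genes (0.0043) and that S phase median (0.011), as did the authors' scaling (0.0047 and 0.018). Of the calls for CDDP in miR-200b cells over 1.5-fold, 40% were higher in the main setting, 53.3% with quantile normalization, 50.5% with the median and 53.2% with the authors' scaling. For the interaction the share was 48.8% with the median and 49.1% with the authors' scaling.

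Without normalization the medians of all probes moved by 0.46 for CDDP in miR-200b cells, -0.42 for miR-200b in mock-treated cells, 0.62 for the interaction, 0.18 for miR-200b in CDDP-treated cells, -0.15 for CDDP in NC cells, 0.15 for CDDP over both and -0.12 for miR-200b over both. This gave 6420 calls with miR-200b in mock-treated cells (4.70% higher), 33 with CDDP in NC cells (54.5% against 89.1%), 7384 with CDDP in miR-200b cells over 1.5-fold (99.2%), 625 with CDDP over both (95.0%), 16496 with CDDP in miR-200b cells (99.2%), 16744 for the interaction (99.4%) and 16598 in the F-test. The shares were 39.2% with miR-200b, 87.7% with miR-200b in CDDP-treated cells (52.4% in the main setting) and 69.8% between miR-200b + CDDP and NC + mock. The medians with CDDP in miR-200b cells rose above 0 by less than the shift, to 0.041 for histone, 0.44 for S phase and 0.40 for G2 and M phase genes. Those of the S phase genes (0.068), between miR-200b + CDDP and NC + mock, and of the interferon-stimulated (0.062) and mesenchymal (0.011) genes with miR-200b in CDDP-treated cells reversed too. BBC3 with CDDP in NC cells was -0.028.

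Spike-in scaling moved the medians of all probes by 0.53 with miR-200b (0.41 in mock-treated and 0.64 in CDDP-treated cells), 0.29 with CDDP in NC cells, 0.54 with CDDP in miR-200b cells, 0.25 for the interaction, 0.41 with CDDP over both and 0.93 between miR-200b + CDDP and NC + mock. The counts became 9143 (99.2% higher), 5901 (97.4%), 14429 (99.7%), 1323, 9851 over 1.5-fold (99.7%) and 19121 at any fold (99.5%), 4479 (92.4%), 3292 (99.7%) and 21631 (99.9%), and 22529 in the F-test. Medians that reversed rose with these shifts: with CDDP in miR-200b cells, histone 0.12, S phase 0.51 and G2 and M phase 0.47; p53 targets in NC cells 0.30; with miR-200b, secreted and matrix 0.55, Rab 0.47, mesenchymal 0.41 and interferon-stimulated 0.37; with miR-200b in CDDP-treated cells, histone 0.14, interferon-stimulated 0.52 and mesenchymal 0.48; interferon-stimulated in mock-treated cells 0.19; between miR-200b + CDDP and NC + mock, histone 0.35 and S phase 0.98.

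With no filter on dim probes, limma called 6 probes with CDDP in NC cells, 507 with CDDP in miR-200b cells over 1.5-fold, 147 with CDDP over both, 700 with CDDP in miR-200b cells, 2213 in the F-test and 0 for the interaction, where 15907 of 50599 probes had an unadjusted p under 0.05. The G2 and M phase genes then had adjusted p = 0.170, and the secreted and matrix median was 0.069. With the probes well above background on all 8 arrays, 691 were called with miR-200b, 130 with CDDP over both and 1901 for the interaction, and the apoptosis median between miR-200b + CDDP and NC + mock was 0.0084 (adjusted p = 0.0503, from 1.92e-05 over its alternatives). Trend and robust estimation called 139 probes with CDDP in NC cells, 7690 with CDDP in miR-200b cells, 3925 for the interaction and 12386 in the F-test.

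With the replicate number as a block (replicate block), 23 probes were called with CDDP in NC cells and 270 for the interaction. Same-numbered arrays deviated together with correlations from -0.07 to 0.06, so the numbers do not pair the arrays.

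Slide 1 alone, with fewer arrays, gave 42 calls with CDDP in NC cells. Slide as a block gave 64 with CDDP over both and a secreted and matrix median of 0.0037. With the 2 arrays of each condition averaged, limma with 1 residual degree of freedom called 245 probes with miR-200b and 0 with CDDP over both, where 1537 had an unadjusted p under 0.05 and 372 of these were over 1.5-fold. At 2-fold the counts were 396 with miR-200b, 451 in mock-treated and 411 in CDDP-treated cells, 19 with CDDP in NC cells and 184 in miR-200b cells. The methods' t-test at P under 0.05 called 1028 probes with miR-200b, 1065 in mock-treated and 1149 in CDDP-treated cells, and 204 with CDDP in NC cells, 847 in miR-200b cells over 1.5-fold and 6219 at any fold. After Benjamini-Hochberg adjustment it called 731, 0, 8, 0, 0 and 0, in designs of 2 arrays against 2 for all but the first. Limma on only the 4 arrays compared called 0 with CDDP in NC cells (3588 unadjusted), 601 in miR-200b cells over 1.5-fold and 1204 at any fold. The methods' analysis of variance as a first filter, followed by the t-test after adjustment, called 2158.

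With fry, the S phase median of -0.071 passed the threshold (adjusted p = 0.00279, up to 0.709 over its alternatives), as did the secreted and matrix median of -0.0028 (0.00279, up to 0.284) and the S phase median of -0.016 between miR-200b + CDDP and NC + mock (0.042, from 0.0036 to 0.969). With the mean of a gene's probes, the p53 targets had 0.057 in miR-200b cells (adjusted p = 0.124, from 1.33e-05 over its alternatives) and 0.017 in NC cells, and the secreted and matrix genes 0.010.

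With 1 array left out, the calls lay between 971 and 1089 with miR-200b, 931 and 1185 in mock-treated cells, 950 and 1265 in CDDP-treated cells and 1408 and 1757 between miR-200b + CDDP and NC + mock. They lay between 3 (without NC + CDDP replicate 2) and 42 with CDDP in NC cells, 453 (without miR-200b + CDDP replicate 1) and 994 in miR-200b cells over 1.5-fold, 813 (without the same array) and 4334 at any fold, 142 (without the same array) and 217 with CDDP over both, 0 and 14 for the interaction, and 3840 (without the same array) and 5918 in the F-test. The p53 median was 0.060 to 0.077 in miR-200b cells, past the threshold in all cases but 1, and -0.019 to 0.025 in NC cells, the secreted and matrix median -0.011 to 0.018 and the S phase median between miR-200b + CDDP and NC + mock -0.03 to -0.0033. A condition with 1 array left is assumed to vary like the others. The planned test of seed sites was not run. Signal over background limits the 36 Fig. 3C probes, of which 28 were well above it on all 8 arrays.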

Differences from the paper's values

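In this part, the authors' scaling was chosen only after the values were seen. The paper reports 733 probe sets of 595 unique genes between miR-200b and NC, against 1054 probes of 904 genes here. The gene numbers differ by more than 1.5 times. Of the alternatives fixed before the data were examined, 11 of 21 came within 1.5 times of the paper's 595, among them the methods' t-test after Benjamini-Hochberg adjustment, with 627 genes and 731 probes, and the probes well above background on all 8 arrays, with 590 genes. The others were quantile normalization (887), the replicate block (888), the 2-group limma model (766), the methods' t-test at P under 0.05 (880), and leaving out NC + mock replicate 1 (838) or 2 (873), NC + CDDP replicate 1 (868) or 2 (861) or miR-200b + CDDP replicate 1 (842). Those that did not were normexp (345), the median (902), no normalization (1151), no filter (922), trend and robust (968), the averaged arrays (209), 2-fold (340), and leaving out miR-200b + mock replicate 1 (943) or 2 (916) or miR-200b + CDDP replicate 2 (893).

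Between miR-200b + mock and miR-200b + CDDP the paper reports 551 probe sets of 509 unique genes, against 4968 probes of 4335 genes here. Only 2 of the fixed alternatives came within 1.5 times of the 551 probe sets, no filter on dim probes (700) and leaving out miR-200b + CDDP replicate 1 (813), and only the first came within 1.5 times of the 509 genes (669). The others gave from 0 probes (the methods' t-test after adjustment, against 6219 at P under 0.05) to 16496 (no normalization), among them 184 at 2-fold, 1204 with only the 4 arrays compared and 2158 after the methods' analysis of variance.

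Among the 4 conditions the paper reports 4241 probe sets of 3559 unique genes, against 8079 probes of 6744 genes here. The fixed alternatives within 1.5 times were the replicate block (5795 probes, 4976 genes), the methods' analysis of variance after Benjamini-Hochberg adjustment (5621 and 4902) and leaving out any 1 array (3840 to 5918 and 3369 to 5084). Those outside were normexp (13510 probes), quantile normalization (7837), the median (7960), no normalization (16598), no filter (2213), all 8 arrays (8916), trend and robust (12386) and the methods' analysis of variance at P under 0.05 (10396).

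The values of Supplementary Table 3 give log2 rises with CDDP in miR-200b cells of 0.87 for TNFSF10, 0.30 for BBC3 and 1.91 for IGFBP3, the paper's values, against 0.83, 0.25 and 1.87 here, differences beyond the SD between arrays. Fixed alternatives without such a difference were, for TNFSF10, the median (0.86) and leaving out miR-200b + mock replicate 1 (0.85) or miR-200b + CDDP replicate 2 (0.87), for BBC3 the median (0.29), and for IGFBP3 the median (1.91), quantile normalization (1.89) and leaving out miR-200b + CDDP replicate 2 (1.90), and the other fixed alternatives kept it. The authors' scaling, chosen after seeing the values, came within the SD for all 3.

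The paper states that IGFBP3 and ICAM1 rose synergistically with miR-200b and CDDP. On the log2 scale the interaction was 0.18 for IGFBP3 (adjusted p = 0.20, from 0.00794 to 0.393 over its alternatives) and 0.18 for ICAM1 (adjusted p = 0.245, from 0.00748 to 0.462). On the linear scale the fold with both treatments exceeded the sum of the single rises by 1.55 for IGFBP3 and by 0.615 for ICAM1, which was not tested. Of the 30 labels of Fig. 3C, 29 matched a gene of Supplementary Table 2 with a lower probe. The label ZNF385 did not match, and the only probe of that family in the table, of ZNF385B, was higher with miR-200b by 1.74.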

Other observations

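Of the tests in this part, the one of a shared labeled RNA and the list values within slide 1 were chosen only after the result was seen.

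A random split of the arrays is argued against as the source of the miR-200b effect over mock and CDDP. Of the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, gave as many calls in a 2-group limma model (904 probes), and the largest count of any other split was 14, for mock against CDDP. The 2 arrays of a condition are not independent, and the 4 conditions can be paired in only 3 ways. A difference between the slides is argued against as the whole of the effect, since the effect in mock-treated cells, across slides, correlated across probes with that in CDDP-treated cells, within slide 1, at r = 0.55.

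The 2 arrays of a condition differed little, and a candidate explanation is 1 labelled RNA on 2 arrays. The spike-in level relative to the genes is fixed before labeling, and of the 105 ways to pair the 8 arrays only 1, the real one, gave as small a summed difference of that level (0.222 on the log2 scale, against 0.336 for the next). For 622 probes with 10 or more spots, the SD of a difference between arrays was 0.0660 within a condition, 0.283 between conditions and 0.0424 from the spots alone. Separate labelings of 1 RNA or separate cultures treated alike could give the same pairing, so the explanation could not be decided, and the adjusted p-values of all comparisons would then describe arrays and not cultures.

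If miR-200b lowered transcripts through pairing with its seed, probes that hold the word CAGTATT might be lower. In CDDP-treated cells the word ranked 944 from the lowest of 8362 words of its length (percentile 11.3, 113 probes), in mock-treated cells it ranked 623 (percentile 7.45), and with CDDP in NC cells it ranked 6645 (percentile 79.5). The probes cover 60 bases of each transcript and not its 3' untranslated region, so the test could not decide.

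Of the 524 probes of Supplementary Table 3 that were kept, 61.5% also differed the same way between miR-200b + CDDP and both NC conditions, within slide 1, and 33.6% differed from neither. The 8 spike-in controls in that table, in the paper's own values, lie between -1.16 and -0.74 in miR-200b + CDDP.

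Within slide 1, the G2 and M phase genes had a median of -0.07 with CDDP in NC cells (38 of 47 lower between miR-200b + CDDP and NC + mock, median -0.14, camera adjusted p = 0.0051), and the S phase genes -0.06 with CDDP in NC cells (camera adjusted p = 0.0174).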
